# ENCoRE: an efficient software for CRISPR screens identifies new players in extrinsic apoptosis

**DOI:** 10.1186/s12864-017-4285-2

**Published:** 2017-11-25

**Authors:** Dietrich Trümbach, Susanne Pfeiffer, Manuel Poppe, Hagen Scherb, Sebastian Doll, Wolfgang Wurst, Joel A. Schick

**Keywords:** CRISPR, Cas9, Screen, Software, TNFalpha, Apoptosis

## Abstract

**Background:**

As CRISPR/Cas9 mediated screens with pooled guide libraries in somatic cells become increasingly established, an unmet need for rapid and accurate companion informatics tools has emerged. We have developed a lightweight and efficient software to easily manipulate large raw next generation sequencing datasets derived from such screens into informative relational context with graphical support. The advantages of the software entitled ENCoRE (**E**asy **N**GS-to-Gene **C**RISPR **RE**sults) include a simple graphical workflow, platform independence, local and fast multithreaded processing, data pre-processing and gene mapping with custom library import.

**Results:**

We demonstrate the capabilities of ENCoRE to interrogate results from a pooled CRISPR cellular viability screen following Tumor Necrosis Factor-alpha challenge. The results not only identified stereotypical players in extrinsic apoptotic signaling but two as yet uncharacterized members of the extrinsic apoptotic cascade, *Smg7* and *Ces2a*. We further validated and characterized cell lines containing mutations in these genes against a panel of cell death stimuli and involvement in p53 signaling.

**Conclusions:**

In summary, this software enables bench scientists with sensitive data or without access to informatic cores to rapidly interpret results from large scale experiments resulting from pooled CRISPR/Cas9 library screens.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4285-2) contains supplementary material, which is available to authorized users.

## Background

CRISPR/Cas9 technology has enabled rapid genetic mutation in mammalian cells and the ability to conduct genome-wide screens using tailored lentiviral libraries [1–9]. The system consists of a sgRNA (single guide RNA) that directs the paradigm Cas9 nuclease from *Streptococcus pyogenes* to bind and cleave genomic DNA strands at the location corresponding to the guide sequence [10]. The resulting double strand cleavage triggers cellular repair mechanisms including non-homologous end-joining (NHEJ), which in the imperfect sense generates insertions or deletions (indel) mutations and associated nonsense transcripts. This technology makes pooled sgRNA libraries a powerful tool to perform genome-wide screens for both dominant and recessive genes. The resulting unique cellular subtypes generated are typically screened in pools for identifying hallmarks, i.e., survival or fluorescence reporter activation and guide distributions are then identified by next generation sequencing (NGS). Newer Cas9 technologies have also been developed to up- or down-regulate gene expression level, setting the stage for screens involving more subtle changes leading to desired phenotypic outputs [1, 11–13]. In addition, non-coding DNA is also rapidly becoming a popular target for such screens [14, 15].

In contrast to other methods such as near-haploid genetic screens where viral insertion sites must be determined by sequencing [16], the pooled library lentiviral-derived sgRNA sequences are pre-determined. Thus, guide sequences amplified from the genomic DNA of selected cells serve as a simple proxy to identify active genes or pathways in selected cells. However, as with other large scale technologies, the results of such screens are often primary next generation sequencing files, which unfortunately because of their size and format are unwieldy depots of information for bench scientists. Moreover, data processing, particularly from raw sequences to sgRNAs, often requires processing from different sources. An optimal solution is therefore to combine workflow steps into a single package. Here, we sought to create a complete CRISPR analysis software package with a simplified graphical workflow that can enable bench scientists to keep pace with large-scale data generation in by quickly processing NGS sequence files and generating graphical outputs with statistical representation. We demonstrate the power of ENCoRE to rapidly deliver results in a cell survival screen using Tumor Necrosis Factor-alpha (TNFa) challenge, which identified known members as well as two genes not yet implicated in the extrinsic apoptosis pathway, *Smg7* and *Ces2a*. Further characterization of cell lines containing mutations in these genes shows that they lie predominantly in the extrinsic apoptosis pathway and are not generally protective against cell death stimuli. Both cell lines show an increase in p53 protein, consistent with an abrogated p53 pro-apoptotic signaling cascade, with *Smg7 −/−* cells showing the most substantial increase following TNFa treatment.

## Implementation

### CRISPR screening

Immortalized mouse fibroblasts were infected with ecotropic lentivirus [4] particles containing the Cas9-Blasticidin construct essentially as described in [17]. The genome-wide mouse lentiviral CRISPR gRNA library was a gift from Kosuke Yusa (Addgene #50947). Cells were treated with 10 μg/mL blasticidin (Sigma) for five days and resistant cells were used for a second infection with ecotropic lentivirus particles containing sgRNA expressing library (pKLV-U6gRNA-PGKpuro2ABFP) at an MOI of 0.3. Following infection, cells were sorted using Blue Fluorescent Protein (BFP) as a marker. The BFP-positive cell population was seeded onto a 15 cm dish at low density (100–500 cells per 15 cm plate) and treated with TNFa (Life Technologies, 20 ng/mL) or control for 11 days. Following this, genomic DNA was isolated from the control and selected pools and samples prepared for sequencing on a Ion Torrent P1 chip (PrimBio Research Institute, Exton, PA), see [Additional file 1] for primer sequences. Using the FASTQ Filter Module (FFM, below) ENCoRE identified all single reads contained in the FASTQ file. Sequencing reads were then trimmed directly after the search sequence ‘gaaacaccg’ at 3′ ends consisting of 19 bp also in the FFM module. The residual 19 bp sequence corresponded with the CRISPR guide RNA sequence in the CRISPR Report Module (CRM). The dataset was then compressed and repeated guides were counted and integrated into unique guide sequences. The CRM module was used to compare the counts of individual guides from selected libraries with the unselected library and the total starting library. Candidate genes were chosen for subsequent validation based on individual guide results and literature survey.

### ENCoRE and statistical calculations

ENCoRE was custom written in Java programming language in the Eclipse programming environment (released June 2015). Binaries, source code, and classes can be downloaded from [18]. For usage and a detailed walkthrough see the ENCoRE Quick Guide [Additional file 2]. The method implemented in the CRM of ENCoRE works as follows:

1. Filtered reads from experimental and the control FASTQ files filtered by FFM are counted and assigned to gene names or identifier by mapping the guide sequences and identifiers from the reference file in the CRM. For the TNFa screen, the reference file from [4] was used. Experimental and control replicate FASTQ files are imported in the same way. A data matrix is generated by a HashMap in Java where the gene names/identifiers represent the rows and the read counts of different experiment and control guides as the columns.
2. Missing values are set to one in the data matrix. Counts of one are afterwards replaced by the median of all sgRNAs counts in the experiment and separately in the control for each gene. This procedure is denoted as median imputation.
3. Total normalization is applied by dividing each read count (after median imputation) for a given library through the sum of all counts (after imputation).
4. Based on the normalized read counts, the log_2_-ratios between corresponding experiment and control guides are calculated for each gene (e.g., five different log_2_-ratios in case of the TNFa dataset). With help of these log_2_-ratios the mean, the standard deviation and the t-score is computed for each gene. Finally, from the t-score the *p*-value is determined from the normal distribution by the Java method “cumulativeProbability” of the Apache Commons Mathematics Library. The described procedure is equivalent to paired comparisons in the paired t-test.
5. The *p*-values are corrected for multiple testing with help of the method according to [19] as well as to Bonferroni.
6. The data matrix of imputated and original counts as well as *P* value, false discovery rate and log_2_[fold change] is automatically exported by ENCoRE in comma separated values (CSV) format after generating the volcano plot.

### ENCoRE comparisons

For the TNFa screen and Koike-Yusa, et al., [4] data an exact negative binomial test from the Bioconducter package edgeR [20] was applied to the original counts obtained after filtering the corresponding FASTQ files by FFM of ENCoRE. For Bassett, et al., [21] the prefiltered FASTQ files (GSE67339 series from GEO database) were used for the analysis by edgeR. We followed the recommendations of the edgeR manual and performed a normalization with help of the function calcNormFactors(). Further, the common and tag-wise dispersion was estimated using the functions estimateCommonDisp() and estimateTagwiseDisp(), respectively. To obtain positively selected genes the resulting lists by the R function topTags() were filtered for positive fold changes (logFC) and subsequently ordered by increasing *p*-values. Filtered FASTQ files of each study were additionally analyzed with standard settings in MAGeCK [22] using the command “mageck count” and subsequently “mageck test” to derive ranked lists of positively selected genes. Venn diagrams [23] were generated by combining the top 20 ranked genes of the ENCoRE, MAGeCK and edgeR analyses for the three data sets.

### Cell line mutagenesis

Individual gene null mutations in mouse fibroblasts were performed using guide sequences (see [Additional file 1] for guide sequences) cloned into the pKLV-U6gRNA(BbsI)-PGKpuro2aBFP vector (a gift from Kosuke Yusa (Addgene plasmid # 50946)), ecotropic virus was generated and cells infected as above. BFP(+) colonies were then screened for mutations using PCR primers designed outside the guide sequence. PCR products were cloned using the Zero Blunt TOPO PCR Cloning Kit (ThermoFisher) and Sanger sequenced with recommended primers.

### Cellular assays

Mutant and control (parental) cell lines were plated the day before treatment at a density of 2000 cells/well on 96 well plates and were treated the following day with following factors: TNFa (LifeTechnologies, PMC3014, 100 μg/ml) for 24 h, Erastin (Sigma, E7781, 10 mM) for 24 h, Doxorubicin (edom, D2975000, 10 mM) for 24 h, Vinblastine (Cayman, 11,762, 10 mg/ml) for 24 h, Staurosporine (Sigma, S5921, 10 mM) for 24 h, Taxol (Sigma, T7402, 1 mM) for 72 h, Deoxycholic acid (DCA, Sigma, D2510, 500 mM) for 24 h, or 5-Fluorouracil, (5-FU, Sigma, F6627, 50 mM) for 72 h. Cycloheximide (CHX, Merck, 239,764–1, 100 mg/ml) and zVAD (Enzo, BML-P416–0001, 10 mM) were added to culture medium where indicated. Following treatment, media was changed to viability reagent AquaBluer (MultiTarget) containing according to manufacturer instructions and fluorescence change was measured at 540 nM excitation/590 nM emission. Cells were treated in three separate experiments and analyzed three days after the first treatment unless otherwise specified. Selected antibodies were purchased for p65 (Santa Cruz), Caspase-8 (Cell Signaling), Smg7 (Biomol), Ces2a (LSBio), PAN-actin (Cell Signaling), and p53 (Cell Signaling). The translocation assays were performed on an Operetta High-Content System (PerkinElmer) using DAPI to identify primary objects and Cy3 antibody (Dianova) label intensity and/or localization. Induction was performed with TNFa (20 ng/mL) for 5 h. The NF-κB induction assay was carried out using pTK Renilla control and p6xNFkB Luciferase (Promega) plasmids and output measured by Dual-Glo (Promega). Induction was performed with TNFa (20 ng/mL) for 2 h and normalized to the Renilla control. The Western assay was performed with 16 h induction with TNFa (20 ng/mL). Statistical significance was determined using GraphPad Prism software and two-tailed t-test or two-way, repeated-measures ANOVA with a Bonferroni post-test as indicated.

## Results

### ENCoRE software for NGS processing

A typical CRISPR/Cas9 library screening workflow involves three basic steps: introduction of the pooled sgRNA library into cells stably expressing the Cas9 nuclease, followed by a phenotypic selection and finally sequencing of the lentiviral guide sequences from the genomic DNA of selected cells (Fig. 1).

**Fig. 1:**
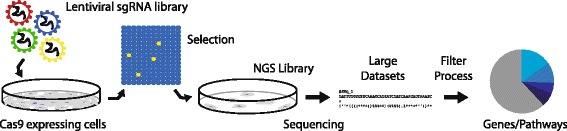
An overview of a typical CRISPR screen. Lentiviral particles containing pooled guide sequences are added to cells expressing Cas9 nuclease. Following selection and amplification, guides are deep sequenced from genomic DNA, filtered, and correlated to genes or chromosomal position. Statistical analysis and pathway deconvolution complete the initial assessment after which candidates are individually validated

The final output is generally PCR-amplified sgRNA sequence performed on isolated DNA with NGS technology specific adapters. As the guide sequences in the selected cells are presumed to contain mutations in the corresponding gene, sequencing of sgRNAs from the cells provides a simple proxy to identify candidate genes in the selected process. Most libraries contain several unique guide sequences per gene to increase the likelihood of mutation and statistical reliability. Following sequencing, FASTQ data files generally comprising several gigabytes of data are produced.

In order to retrieve valid sequences the data files must be manipulated and filtered prior to matching against a reference library. Several programs use a console-based input and are therefore cumbersome for inexperienced users. ENCoRE addresses this problem by serving up a slim and convenient graphical user interface (GUI), mimicking the look and feel of the current operating system (Fig. 2). Two separate modules are embedded: a FASTQ Filter module (FFM) for sequence manipulation and quality control, and a CRISPR Report module (CRM) that compares the filtered sequences to a reference file and displays the results.

**Fig. 2:**
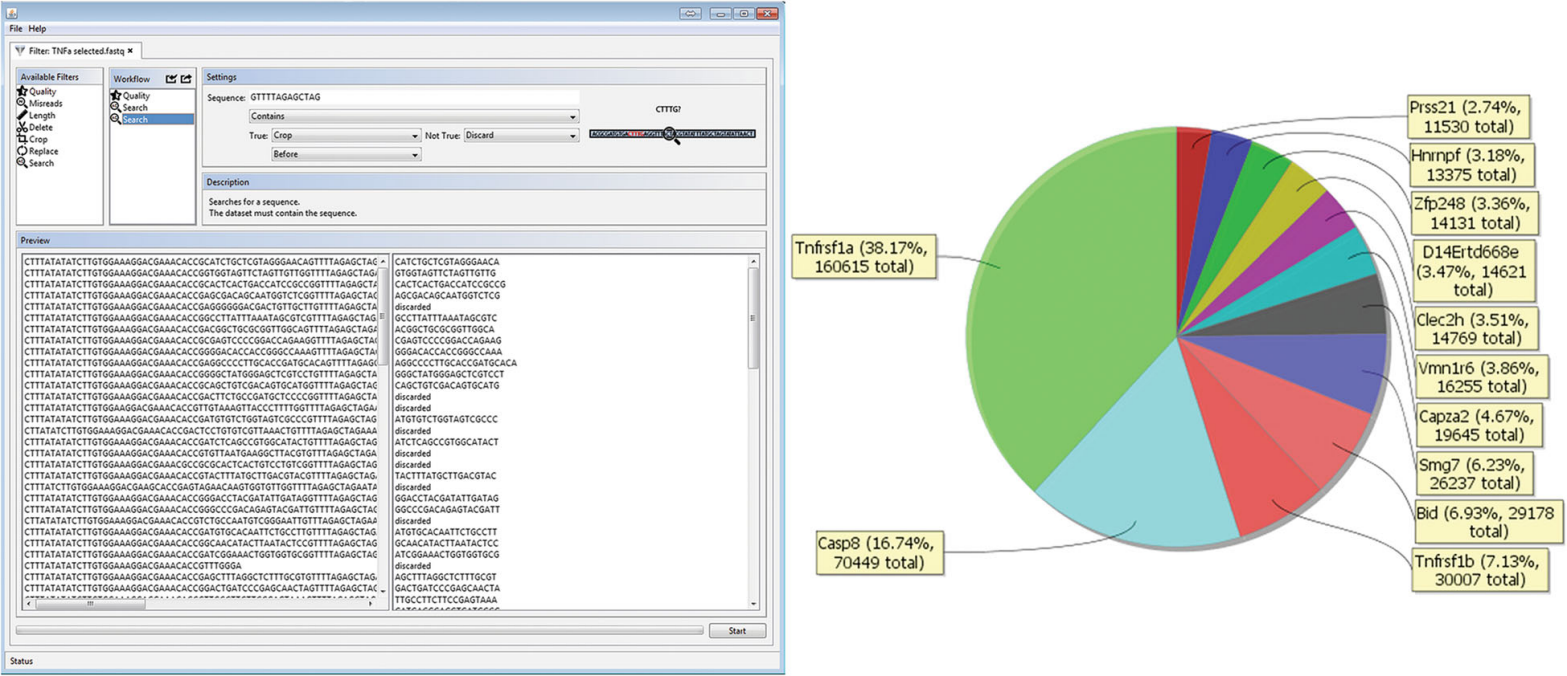
The User Interface of ENCoRE. ENCoRE comprises two modules: the FASTQ Filter Module (FFM) and the CRISPR Report Module (CRM). The FFM (left) is used to curate primary FASTQ sequencing files and to remove extraneous sequences, leaving CRISPR guide sequences intact. Workflows can be saved to maintain processing fidelity between multiple files. The CRM (right) compares guides to a reference file to generate designations (for example, gene, chromosomal location) according to user. The resulting absolute guide representation is displayed in form of a configurable pie chart, with the option to aggregate guides directed against a given target. Illustrative results are shown here for the TNFa challenge described below

Filtering and curating large FASTQ datasets represents the core preprocessing module of ENCoRE. The module provides extensive filters for sequences like crop, cut, replace, search and quality analysis. These filters can be arranged in a pipeline to sequentially alter every dataset in large FASTQ files. To facilitate the assembly of a filter workflow, ENCoRE provides the user with a live preview of the produced output sequences for every workflow step (Fig. 2). To ensure consistent filtering workstreams for multiple FASTQ files, workflow settings can be exported for use on other datasets. Possibly the most useful function is a generalized string search that allows for rapid identification and cropping of library anchor and priming sequences. Thus, primer and library tag sequences can be efficiently identified for removal while barcodes can be recognized to deconvolute multiplexed experiments. The final processing is done using a multithreaded worker-consumer pattern that scales to the local machine and fully exploits its processing power. This way it is possible to process 15 gigabyte data files within a few minutes on a typical desktop. The program runs fully localized as required for sensitive data (i.e., involving human subjects or intellectual property) without external databases. The output is saved to a filtered FASTQ file for further use, e.g., quality control or processing in the report module.

After appropriate filters are applied, the CRISPR Report Module is able to match the resulting sgRNA ‘tags’ to a corresponding reference file for a given sgRNA library. These files unfortunately lack a standardized format. However, the CRM has the power to adapt to any present reference file prepared in a (CSV) format including headers. In this way, the CRM is compatible with virtually all present sgRNA libraries but also with future CRISPR iterations using tailored sgRNA libraries or ones not based on *Streptococcus pyogenes* Cas9 [24–26]. To display numerical proportion of genes and the ratio of successful sgRNAs, a display chart can be generated using the guide information of a filtered FASTQ file. The CRM enables the user to show basic information with a pie chart representing all sequenced reads and their corresponding absolute number of isolated guide sequences (Fig. 2). Inputs derive from reference file column headers and allow for visualization by all criteria in the reference library (i.e., guide sequence, gene name (aggregated or unaggregated), chromosomal position). A slider allows for selective data zooming and automatically emphasizes enriched hits with relevant count information. The import and processing are performed in a separate thread, keeping the GUI active and enabling the user to interact with the chart even though data is still processed. An export function allows for saving the read counts linked with the corresponding guide in a CSV file for further analysis.

The relative change in sgRNA frequency (sgRNA_experimental_/sgRNA_control_) found for a given gene corresponds to its likelihood of being involved in the tested process [4]. Therefore, CRM combines the fold change for all guides corresponding to a given gene and compares those to an unselected control sample. To compare experimental frequencies (counts) with control counts specific for several guides, it is convenient to assume negative binomially distributed counts and to carry out a generalized regression, which estimates and tests the main treatment effects adjusted for the dummy variables representing the guides. This is essentially equivalent to a paired comparison, similar to the well-known paired t-test. However, a straightforward alternative and approximate solution to this is a normal z-test directly applied to the means of the log_2_[fold change] of aggregated guides per gene. Comparison of this method to analysis software MAGeCK [22] and edgeR [20] led to comparable overlaps of top ranked sgRNAs for published datasets, and particularly for data from this study (Additional file 3, Fig. 3b). To compensate for missing or underperforming guides, either due to incomplete NGS data or failure for the guide to generate a phenotypic change, a median imputation strategy was defined prior to the z-test. This means that missing counts are replaced by the median of the counts. The median imputation is less susceptible to outlier impact as compared to mean imputation. The CRM finally displays a simple graphical output in form of a volcano plot of −log_2_[*p*-value] where *p*-values are derived from a z-test versus the log_2_[fold change]. The threshold for a Bonferroni correction considering about 20,000 genes (i.e. aggregated guides) can be calculated by 0.05/20000 = 0.0000025. In order to highlight also guides that show clear significance a Bonferroni threshold was chosen by red dots in the volcano plot. This graph allows simple visualization of genes with increased relevance and is useful when relative sgRNA increases are small, particularly under imperfect selection conditions such as for TNFa (Fig. 3; below). This allows the user to quickly examine expected results and define candidates for further tests also with the individual aggregated fraction of total guides. Mouseover, zoom and capture are also possible for data presentation. Finally, after processing and importation, the identifier data with statistical output are stored in a CSV file for further analysis in other software. ENCoRE supports multiple group inputs, enabling studies with repeated measures to be analyzed and exported as with single experimental studies.

**Fig. 3:**
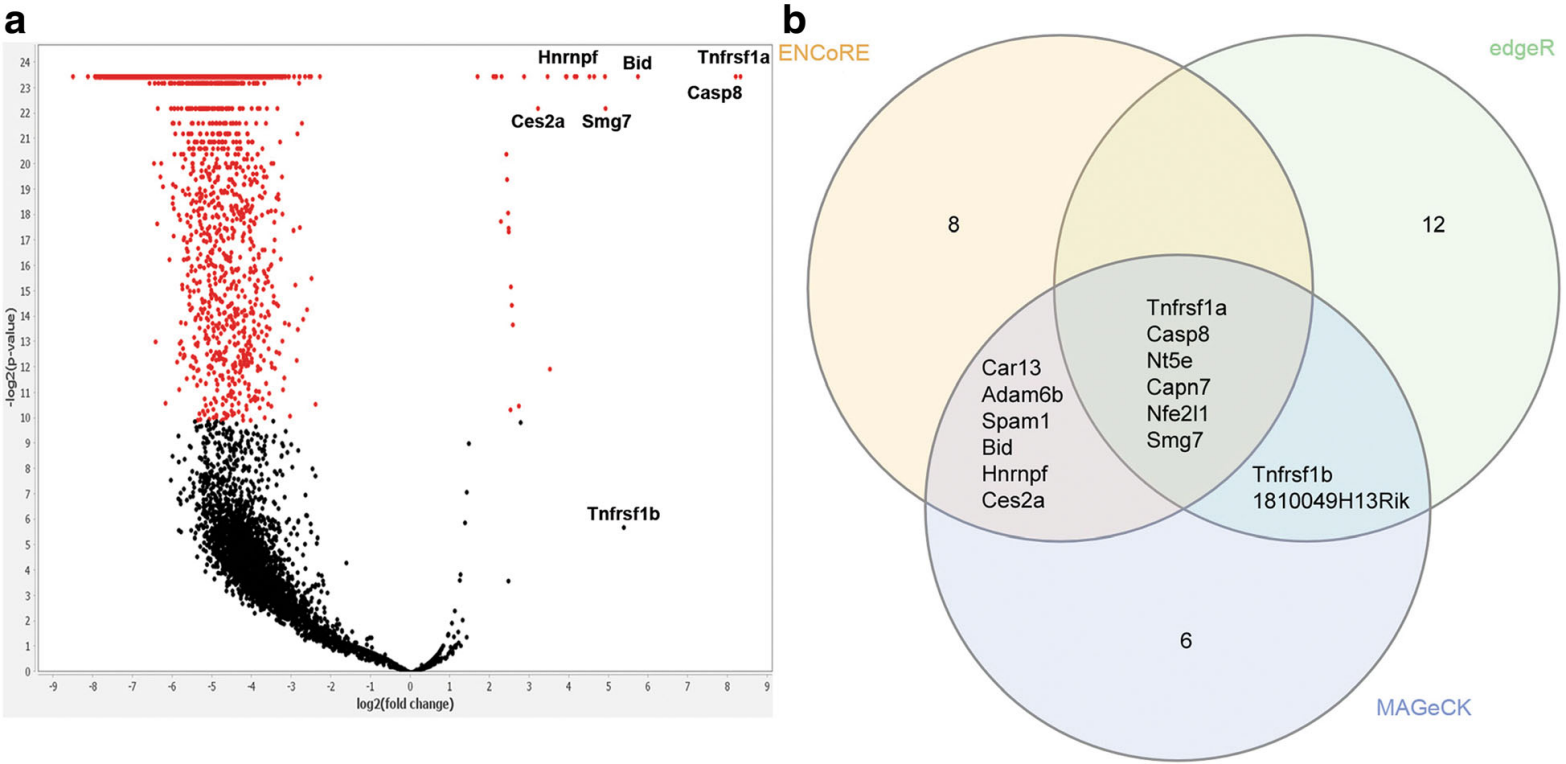
Extrinsic apoptosis pathway members identified by ENCoRE following TNFa challenge. **a** ENCoRE’s CRISPR Report Module indexing method produces a volcano plot that combines fold change with *p*-values. Higher scoring genes appear farther right and near the top. Known apoptosis genes and new candidate genes chosen for validation are highlighted. **b** Comparison of top 20 ranked genes identified by ENCoRE, MAGeCK and edgeR following TNFa challenge shows substantial overlap between top hits

### Extrinsic apoptosis pathway validation

In order to demonstrate the power of ENCoRE, we conducted a CRISPR screen using a library of ~88,000 sgRNAs [4] in mouse fibroblasts to identify members of the extrinsic apoptosis pathway induced by TNFa, a well-characterized extrinsic apoptosis inducing agent. 

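The screen measured which sgRNA sequences were carried by the fibroblasts that survived TNFa. An sgRNA directs the Cas9 nuclease to a gene and leaves its own sequence in the genome of the cell, so that sgRNAs against genes needed for TNFa-induced death become more frequent among surviving cells. The comparison used here has 1 library per condition. The first came from genomic DNA of the pool treated with TNFa at 20 ng/mL for 11 days, after infection at an MOI of 0.3 and seeding at 100 to 500 cells per 15 cm dish. The other was the plasmid preparation of the sgRNA library before virus production, called the starting library below. The choice of this control follows the title of the authors' deposited table, and the library of unselected cells was not analysed here. The treated pool differs from the starting library by infection, sorting, seeding, 11 days of culture and TNFa. A positive value therefore cannot be assigned to TNFa alone. The authors filtered and trimmed the Ion Torrent reads with ENCoRE, counted the sgRNAs, replaced guides that were missing or had a single read by the median of their gene, averaged the log2 ratios of up to 5 guides per gene and derived a p-value from a z-test. The authors' deposited table gives the resulting log2 fold change and p-value for 19147 genes. Counts per guide and the depth of the libraries were not used here. The z-score and the standard error over guides were recovered from each log2 fold change and p-value, and the p-values were adjusted over all 19147 genes by Bonferroni and by Benjamini-Hochberg. In the authors' deposited table, p-values are multiples of 1e-07 and are listed as 0 for 15009 genes, for which only a lower bound of the z-score is known. The guides of a gene are the replicates of this z-test, so it compares these 2 libraries and not the conditions, and there is no replicate check.

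The scale of the values was examined in the table itself. A gene has a z-score of exactly 1 when a single guide differs and all other guides have a ratio of exactly 1. Of 363 such genes with a negative log2 fold change, 356 gave a whole number within 0.01 when 2 was raised to 5 times the size of the log2 fold change, against 2.20% of them with 4 in place of 5. The 14 such genes with a positive value were not part of this check. From these genes, a log2 fold change of 0 was taken to stand for equal numbers of reads in both libraries and not for equal shares of the reads of each library, which could not be checked in most other genes. On this scale the median over all genes was -7.59, and values are best read against this median.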

In our hands, TNFa incompletely induces apoptosis in a cell population, thus substantial background sgRNAs would be expected to confound results. Indeed, we observed only approximately 60% cell death at the highest concentration tested (40 ng/mL) following treatment, shown in [Additional file 4]. Therefore, we sought to test if meaningful results could be inferred from a screen conducted under imperfect selection conditions.

Using this methodology, we sought to validate ENCoRE with the identification of canonical members of the extrinsic apoptosis pathway. Immortalized mouse fibroblasts expressing stable Cas9 [27] were infected with a lentiviral genome-wide CRISPR guide library directed against coding sequences with up to five unique guides per gene [4]. After TNFa (20 ng/mL) treatment was applied, mutant cell pools were harvested and genomic DNA was extracted. Genomic DNA from unselected cells served as a control population as well as pure plasmid preparation of the sgRNA library. Primers were designed to bind to the lentiviral vector backbone and amplify a small (194 bp) DNA fragment including the variable guide region to generate a library suitable for next generation sequencing. ENCoRE was then used to process the resulting library file and extract gene information as described below.

ENCoRE uses a classical method to represent significance versus the frequency of gene mutations (log_2_[*p*-value] versus –log_2_[fold change]; Fig. 3a). This metric allows for simple classification of productive sgRNA hits and produces a traditional volcano plot result by highlighting *p*-values that are significant (*Padj* < 0.05) after Bonferroni correction. 

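A small set of genes had a positive log2 fold change of the TNFa-treated pool over the starting library, and nearly all other genes a negative one. Of the 19147 genes of the authors' deposited table, 33 had a positive log2 fold change and 19114 a negative one. At a Bonferroni-adjusted p under 0.05, 7 genes were higher in the TNFa-treated pool than in the starting library. Besides Tnfrsf1a and Casp8, these were Nt5e, Capn7, Car13, Nfe2l1 and Adam6b. The authors' deposited table gives a log2 fold change of 2.97 for Nt5e, which encodes the cell surface nucleotidase CD73, and of 2.69 for Capn7, a protease of the calpain family. The log2 fold change in the authors' deposited table was 2.58 for Car13, a carbonic anhydrase, 2.25 for Nfe2l1, a transcription factor that induces proteasome genes, and 2.20 for Adam6b, a member of the ADAM family. The same threshold called 15176 genes lower, 79.3% of the table, and left 3964 genes uncalled. With the Benjamini-Hochberg correction 14 genes were higher and 17894 were lower. The number of higher genes depends on the scale. After a constant of 1.91 was added to every log2 fold change, 21 genes were higher with Bonferroni and 36 with Benjamini-Hochberg correction. This constant was chosen after the data were seen and solved from the paper's adjusted p-values of Hnrnpf and Ces2a. At least 79 were higher when the median over genes was set to 0. Adding a constant also counts a guide without reads in either library as raised. The 36 held all 14 genes with a positive value and the z-score of 1 guide. How many of the 79 have that z-score was not counted. With a t distribution of 4 degrees of freedom in place of the normal distribution, Nfe2l1 was no longer called, and for the other 6 higher genes, whose p-values are listed as 0 in the authors' deposited table, the bound on p does not show a call. The 10 lowest genes of the authors' deposited table were led by Eif4a2, which encodes a translation initiation factor, at -10.44, Dnajc24 at -10.07 and Axin1 at -9.89. The lower calls rest on a scale on which the median gene has a log2 fold change of -7.59, so they do not set these genes apart from the rest of the library.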

ENCoRE successfully identified canonical members within the top genes, including *Tnfrsf1a* (0.20% of all sgRNA sequences, *Padj* < 0.0000001), *Casp8* (0.91% guides, *Padj* < 0.0000001), *Bid* (0.17% guides, *Padj* = 0.00000006) and *Tnfrsf1b* (0.54% guides, *Padj* = 0.02277213) (Fig. 3a). 

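Among the genes of the TNF receptor pathway, Tnfrsf1a and Casp8 ranked first and second of 19147 genes by log2 fold change, followed by Bid and Tnfrsf1b. Tnfrsf1a encodes the TNF receptor with a death domain and lies on chromosome 6 of mm10 from 125349723 to 125362483. Its log2 fold change was 6.38 in the authors' deposited table, with a p-value listed as 0. Casp8 encodes the initiator caspase of extrinsic apoptosis and lies on chromosome 1 from 58795233 to 58847503. The authors' deposited table gives it a log2 fold change of 6.26, again with a p-value listed as 0. Bid, the substrate of caspase-8 that carries the death signal to mitochondria, lies on chromosome 6 from 120893119 to 120917062. For Bid the authors' deposited table gives a log2 fold change of 3.80 (recovered standard error 0.82) and p = 3.4e-06, which is 0.0651 after Bonferroni correction and 4.28e-06 after Benjamini-Hochberg correction of the authors' p-values. With a t distribution of 4 degrees of freedom the p of Bid is 0.0097 before correction. After the constant solved from the paper's adjusted p-values of other genes, the Bonferroni-adjusted p of Bid was 5.75e-08. Tnfrsf1b encodes the TNF receptor without a death domain and lies on chromosome 4 from 145212368 to 145246870. Its log2 fold change in the authors' deposited table was 3.44 with a recovered standard error of 2.28, so its guides differed widely, and the authors' p = 0.131 passes neither correction (0.134 after Benjamini-Hochberg). After the same constant from the paper's values, Tnfrsf1b passed the Benjamini-Hochberg correction with an adjusted p of 0.0228, but not the Bonferroni correction.

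Of 25 genes of extrinsic apoptosis and TNF receptor signalling, listed before the data were examined, 23 were in the table. Of these, 2 were higher, 13 were lower and 8 were not called at a Bonferroni-adjusted p under 0.05, and with Benjamini-Hochberg 3 were higher, the same number as when adjusted over the list alone. The adaptors that link the receptor to caspase-8 were not higher. Tradd had a log2 fold change of -3.59 and Fadd of -7.28 in the authors' deposited table. Read against the median of all genes (-7.59), Tradd lay above the 90th percentile (-5.41) and Fadd lay near the median. The difference between Tradd and Fadd was not tested. The authors' z-test of Tradd gave p = 0.0682, which is against 0 and not against the median or Fadd. The median of the list was -7.28, at percentile 83.9 of 10000 random lists of the same size drawn without matching. Of 18 genes of NF-kB activation and survival, 16 were lower and 2 were not called, with a median of -7.63 at percentile 44.2. Of 6 genes of necroptosis, 5 were lower and 1 was not called. In the authors' deposited table Ripk1 had a log2 fold change of -5.80, Ripk3 of -7.73 and Mlkl of -7.96.

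**Figure D1:**
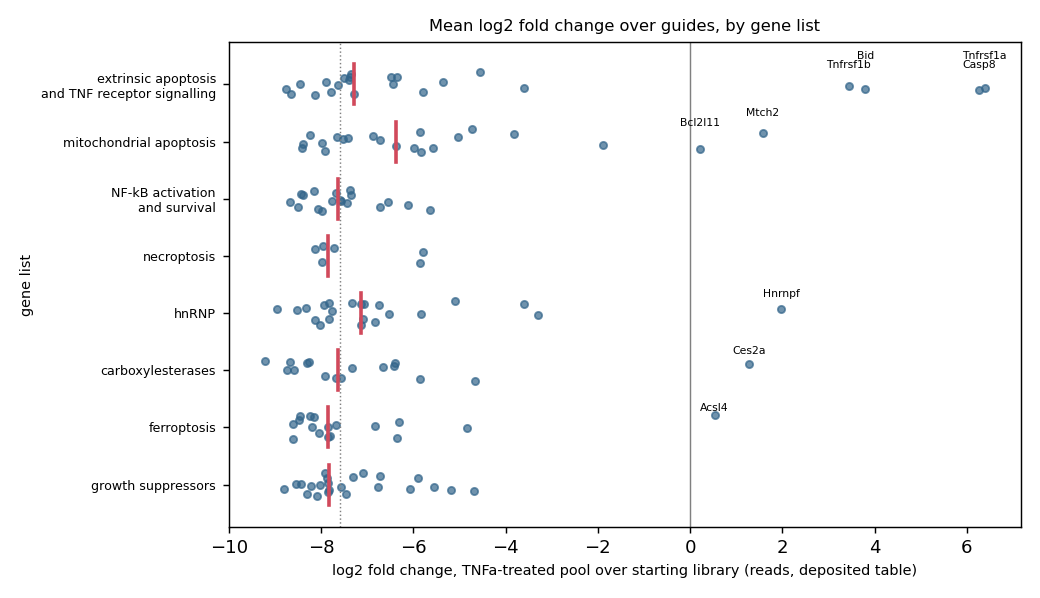
Log2 fold change of the TNFa-treated pool over the starting library from the authors' deposited table, on the horizontal axis, for the members of 8 gene lists, one row per list. Each point is a gene (spread vertically at random) and red bars are list medians. The dotted line is the median of all genes (-7.59), and the solid line was taken to stand for equal read numbers. Genes with a positive log2 fold change are named, with Tnfrsf1a at 6.38 and Casp8 at 6.26 farthest to the right.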

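The positively selected genes of the authors' deposited table were ranked by p-value and then by log2 fold change. The top 20 held these 11 genes that Fig. 3b places in the overlap of ENCoRE with MAGeCK: Tnfrsf1a, Casp8, Nt5e, Capn7, Nfe2l1, Car13, Adam6b, Spam1, Bid, Hnrnpf and Ces2a. Spam1, which encodes a hyaluronidase of sperm, had a log2 fold change of 1.52 and p = 0.000102 in the authors' deposited table. Of the genes outside this overlap, the top 20 held Phf12, 4931417G12Rik, Mtch2, Tnfrsf1b, Ptms, Vmn1r19, Ttc30b and Paip2b. Ptms, Vmn1r19, Ttc30b and Paip2b have the z-score of a single guide. Ranking by log2 fold change alone also placed these 11 genes in the top 20. The table is the authors' own ENCoRE output and only 33 genes are positive, so this overlap is not an independent check. 1810049H13Rik, which Fig. 3b places with MAGeCK and edgeR only, had a log2 fold change of -1.91 in the authors' deposited table. The rankings of MAGeCK and edgeR were not computed here.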

Comparison to MAGeCK and edgeR showed substantial overlap among the top 20 discovered genes (12 and 6 genes, respectively) supporting the role of these genes in cell death signaling and ENCoRE methodology (Fig. 3b). The discovery of other apoptosis-promoting factors was not unexpected, for example the heterogeneous nuclear ribonucleoprotein F protein (*Hnrnpf*; *Padj* = 0.0000279) that regulates splicing of the B-cell lymphoma/leukemia-2 (Bcl-2)-related family member *Bcl-x* (RNA) [28]. However, the data also revealed a surprising result for two new genes previously uncharacterized in extrinsic apoptosis: the nonsense mediated mRNA decay factor, suppressor with morphological defects in genitalia 7, (*Smg7*; 0.33% guides, *Padj* = 0.00356165), and the carboxylesterase *Ces2a* (0.11% guides, *Padj* = 0.0041534), which should not to be confused with the ces-2 transcription factor from *C. elegans* also involved in cell death. 

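Hnrnpf had a positive log2 fold change of the TNFa-treated pool over the starting library. The gene encodes an RNA-binding protein and lies on chromosome 6 of mm10 from 117900340 to 117925622. In the authors' deposited table its log2 fold change was 1.98, the 12th highest of all genes, with a recovered standard error of 0.64 over guides. The authors' p = 0.00206 is 0.00244 after Benjamini-Hochberg correction and does not pass the Bonferroni correction. With a t distribution of 4 degrees of freedom its p is 0.0369 before correction. It passes after the constant solved from the paper's adjusted p-values, with 2.79e-05, but the paper's value for Hnrnpf itself entered the constant. It was alone among hnRNP genes in having a positive value. Of 22 hnRNP genes in the table, from 25 listed before the data were examined, none was higher after Bonferroni correction, 17 were lower and 5 were not called. After Benjamini-Hochberg correction 1 was higher and 19 were lower, and the counts were the same when adjusted over the list alone. The next highest members in the authors' deposited table were Pcbp1 at -3.30 and Hnrnpa3 at -3.60, while Hnrnpk had -8.13. The median of the list was -7.13, at percentile 92.0 of random lists of the same size.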

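Ces2a, a carboxylesterase, had a positive log2 fold change of the TNFa-treated pool over the starting library. Ces2a lies on chromosome 8 of mm10 from 104734003 to 104741634. Its log2 fold change in the authors' deposited table was 1.28, the 15th highest of all genes, with a recovered standard error of 0.61 over guides. The authors' p = 0.0376 is 0.0404 after Benjamini-Hochberg correction and does not pass the Bonferroni correction over 19147 genes. With a t distribution of 4 degrees of freedom, an alternative set before the data were examined, its p is 0.106 before any correction, so the Benjamini-Hochberg call is lost. After the constant solved in part from the paper's adjusted p of Ces2a itself, the gene passes it with 0.00415. Of 16 carboxylesterase genes in the table, from 20 listed before the data were examined, 10 were lower and 6 were not called after Bonferroni correction. With Benjamini-Hochberg correction 1 was higher and 14 were lower, and 15 were lower when adjusted over the list alone. Ces2a was the only carboxylesterase with a positive value. The next highest in the authors' deposited table were Ces4a at -4.66 and Ces2b, a close relative of Ces2a, at -5.86. The paper states that Ces2a had not been characterized in extrinsic apoptosis and takes it into experiments with mutant cell lines.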

We directed our attention to these genes in further experiments to determine their roles in regulating cell death signaling.

To directly test whether *Smg7* and *Ces2a* contribute to extrinsic apoptosis, we generated independent indel null mutations each of the above genes using CRISPR, shown in [Additional file 5], in parallel with mutations in *Tnfrsf1a* and *Hnrnpf* as positive controls. Following characterization of clones, we tested individual cell lines containing mutations in both alleles for resistance to TNFa challenge (Fig. 4). Mutations in all cell lines showed significant differences (*P* < 0.001, two-way, repeated measures ANOVA) from the parental cell line upon exposure to a range of TNFa concentrations with *Tnfrsf1a −/−* cells showing even an increase in cell number, consistent with a separate role for TNFa in survival and proliferation when apoptosis is not activated [29]. *Smg7 −/−* and *Ces2a −/−* cells also displayed robust protection compared to other cell lines at all concentrations tested. The control pan-caspase inhibitor z-VAD-FMK (zVAD) showed significant protection against TNFa challenge, demonstrating that the four discovered genes are bona fide factors that promote caspase-dependent extrinsic apoptosis.

**Fig. 4:**
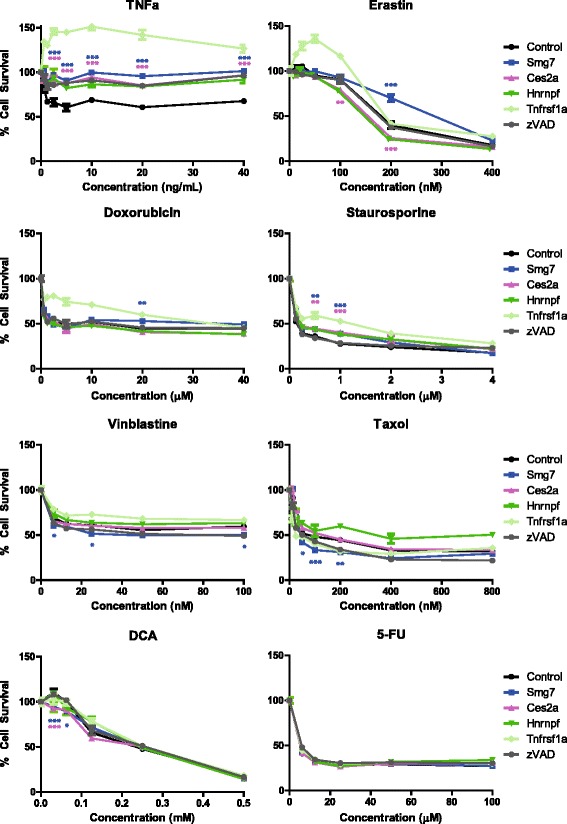
Challenge of mutant cell lines to different cell death stimuli. The control (parental) cell line as well as individually engineered null mutant cell lines (*Smg7, Ces2a, Hnrnpf, Tnfrsf1a*) were compared for resistance to a panel of cell death inducing agents. Two-way, repeated-measures ANOVA with a Bonferroni post test showed *Smg7* and *Ces2a* mutant cell lines to be statistically different from control cells at different doses (colored asterisks: above, more resistant; below, more sensitive. Statistics of other cell lines not shown). *P < .05. **P < .01. ***P < .001. Z-Val-Ala-Asp-fluoromethylketone (zVAD) was added to control cells to demonstrate caspase-dependent cell death. Abbreviations: Deoxycholic acid (DCA); 5-Fluorouracil, (5-FU)

Next, to test whether the *Smg7* and *Ces2a* specifically function in regulation of extrinsic apoptosis we induced cell death by other modalities. First, we tested for resistance to the ferroptosis inducer, Erastin [30]. *Smg7 −/−* and *Tnfrsf1a −/−* cells showed significant protection against Erastin (*P* < 0.001) at concentrations up to 200 nM whereas *Ces2a −/−* and *Hnrnpf −/−* were more sensitive than control cells at this concentration. Minor protection against doxorubicin induced cell death was also observed in *Smg7 −/−* cells at 20 μM and *Smg7 −/−* and *Ces2a −/−* cells were both found to be partially resistant to staurosporine at low doses. However, *Smg7 −/−* cells were more sensitive than control cells to vinblastine and Taxol, and both cell lines were sensitive to low doses of Deoxycholic acid (DCA). *Hnrnpf −/−* cells showed significant resistance at several concentrations to Taxol (200, 800 nM; *P* < 0.001) likely resulting from protein interaction with HNRNPA2, a prognosticator for Taxol resistance in ovarian cells [31, 32]. Cumulatively, these results show that mutation of either *Smg7* or *Ces2a* robustly protects against extrinsic apoptosis induced by TNFa challenge. In addition, mutation of *Smg7* can also partially protect against cell death induced by ferroptosis and doxorubicin, whereas both *Smg7* and *Ces2a* mutant cell lines showed partial resistance against staurosporine at low concentrations but not against other drugs used in oncology.

Next, we tested if mutations in *Smg7* and *Ces2a* activate the protective NF-κB transcriptional Complex I and thereby increase survival. Basal levels as well as induced levels of nuclear p65 compared to the cytosolic pool following TNFa addition did not significantly differ from the parental line except for *Tnfrsf1a −/−* cells which showed as expected no response to TNFa (Fig. 5a). The transcriptional response as indicated by an NF-κB reporter assay was also unchanged (Fig. 5b). We then sought to determine if mutant cells could be re-sensitized to TNFa. Cycloheximide (CHX) is thought to sensitize cells to TNFa by translational inhibition of the short-lived c-FLIP (CFLAR) protein and subsequent activation of caspases, in particular Caspase-8. Following CHX treatment, all cell lines except *Tnfrsf1a −/−* were sensitive to TNFa with *Smg7 −/−* showing significantly less sensitivity than the parental cell line (Fig. 5c). Thus susceptibility to apoptotic challenge can be restored indicating that that the TNFa cell death pathway is not irreversibly blocked in *Smg7 −/− and Ces2a −/−* cells and that increased caspase activity can overcome this inhibition.

**Fig. 5:**
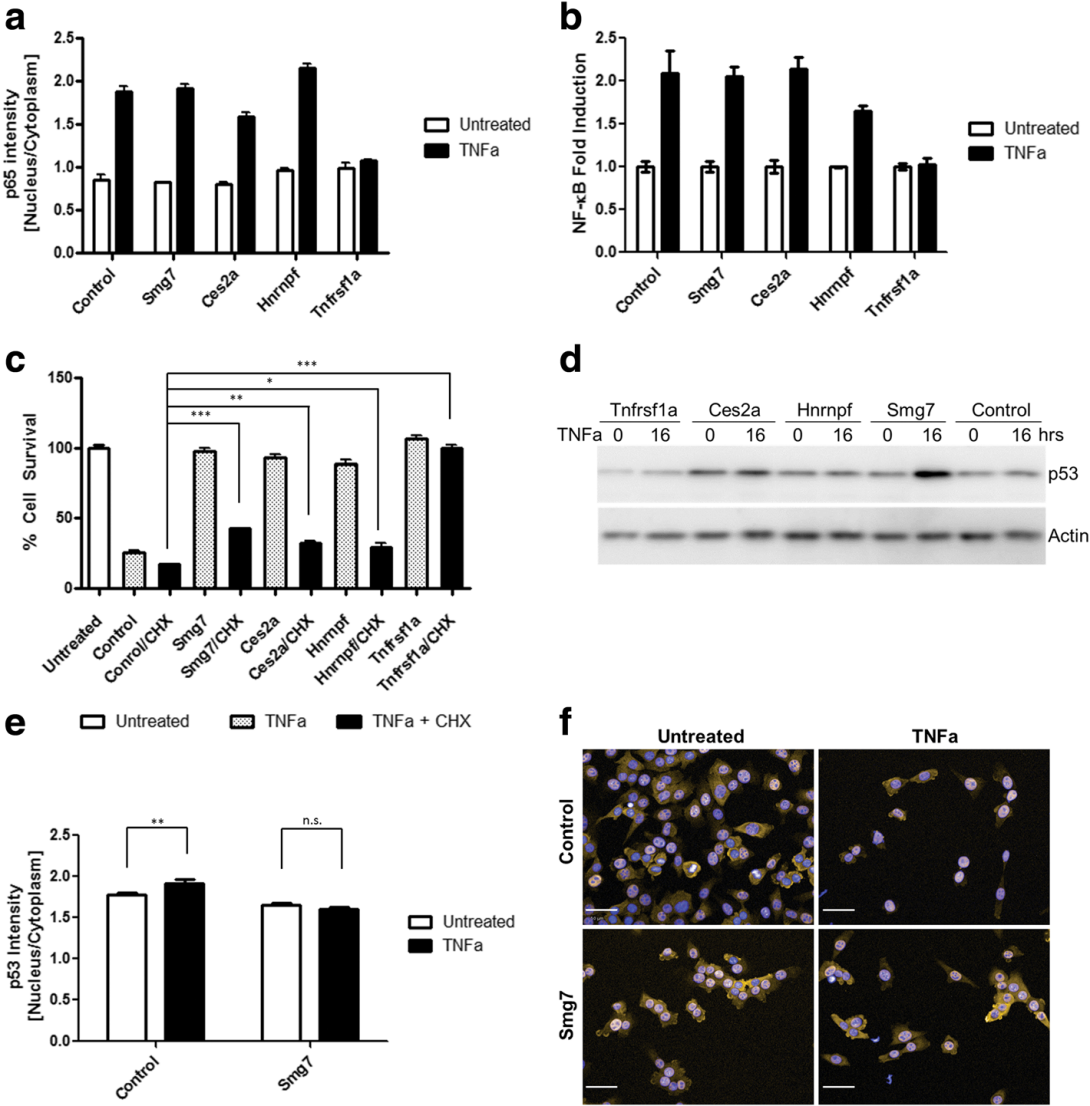
Characterization of TNFa-induced apoptosis in *Smg7 −/−*, *Ces2a −/−* and control cell lines. **a** The NF-κB responsive p65 protein was detected by high-content microscopy and the ratio of nuclear:cytosolic forms was compared for the mutant cell lines in untreated and TNFa treated conditions. **b** The NF-κB transcriptional response was measured by luciferase assay and fold induction calculated relative to a transfection control. **c** *Smg7 −/−*, *Ces2a −/−, Hnrnpf −/−* cell lines can be resensitized to TNFa by addition of cycloheximide (CHX) but are significantly less sensitive than the control. *Trnfrsf1a −/−* cells cannot be resensitized. **d** Cell death proteins were detected by Western blot at 0 and 16 h of TNFa treatment. Basal levels of p53 are upregulated in *Ces2a −/−* and in *Smg7 −/−* cells following TNFa addition. **e, f** Control cells show a significant increase in nuclear (DAPI-stained) fraction of p53 (red) following TNFa treatment while *Smg7 −/−* cells show similar levels. *P < .05. **P < .01. ***P < .001. n.s. not significant. Scale bar is 50 μm

We also investigated the effect of TNFa treatment on core components of apoptosis in mutant cells. p53 (TRP53) is activated following DNA damage and SMG7 was recently reported to stabilize p53 following doxorubicin treatment [33]. We evaluated p53 levels in cells treated with TNFa and found that compared to the parental cell line *Smg7 −/−* cells showed a dramatic increase in p53 levels (Fig. 5d). *Ces2a −/−* cells also showed an increase in basal p53 levels that did not increase following TNFa treatment, while *Tnfrsf1a −/−* cells showed a decrease in basal p53 levels. Since elevated p53 is associated with cell death and Smg7 is reportedly associated with p53 in the cytoplasm we investigated if p53 localization may be affected in mutant cells. Following TNFa induction, the fraction of p53 in the nucleus compared to the cytoplasm increases significantly in control cells, whereas this ratio was constant in *Smg7 −/−* cells (Fig. 5e, f). Together these results show that p53 levels are increased in *Ces2a −/−* and *Smg7 −/−* cells and in the latter that p53 is decreased in the nucleus compared to controls.

### Further applications

ENCoRE was also tested for processing publicly available data. Bassett and colleagues [21] performed a CRISPR viability screen in Drosophila S2R+ cells and reported a lack of enrichment of essential genes in their dataset. Upon re-examination with ENCoRE, at least two highly scoring genes emerged that implicate cell cycle control (Z600, FANCI, see [Additional file 6] for volcano plots) in the enriched fraction, suggesting cell cycle dysregulation in the resulting mutant cells and accumulation of the associated sgRNAs. Other enriched or depleted guides have minimal overlap with the reported genes and could be retested on a candidate basis for viability impact. The differences in the analysis results of ENCoRE and DESeq2 [34] used by Bassett et al. may be due to different methods and filtering options applied to the data. DESeq2 was used to identify statistically significant changes in sgRNA counts for genes ≥3 sgRNAs based on a negative binomial distribution of the mean sgRNA counts. In contrast, ENCoRE performs a median imputation strategy with a subsequent z-test. The resulting ordered *p*-values correspond to a conservative ranking from a paired t-test. Especially the usage of the mean of sgRNA counts per gene can be problematic if outliers are present that cause artificial low or high mean values.

In addition, we tested the open-source software MAGeCK [22] and compared its negatively and positively selected genes from a CRISPR/Cas9 screening on mouse embryonic stem cells versus plasmid conditions with the analysis results of ENCoRE in [Additional file 6]. After median-normalization and estimation of the variance of the read counts MAGeCK tests whether sgRNAs differ significantly between treatment and control assuming a negative binomial distribution. Then MAGeCK ranks sgRNAs based on the calculated p-values and uses a modified robust ranking aggregation (RRA) algorithm afterwards. Although different methods are employed, ENCoRE identifies the same significantly negatively selected ribosomal genes *Rps5, GTF2B, KIF18B* and *Rpl19*. For positively selected genes *Zfp945* was identified by both programs, however ENCoRE and MAGeCK differed on their identification of *Trp53* which was found to be significant only by the latter in [Additional file 6, with step 5 of the MAGeCK documentation webpage]. We attribute the difference in these selected genes to the more stringent filtering performed by the ENCoRE FFM, which used a specific search string to identify guide sequences.

In summary, comparison of analyses of publicly available datasets and established software tools demonstrates that ENCoRE is able to identify essential genes from genome-scale CRISPR/Cas9 knockout screens by a relatively simple statistical model. In contrast to command line based programs like MAGeCK or web tools based on Z-scores such as ATARIS [35], ENCoRE serves up a simple and intuitive graphical user interface designed concisely for CRISPR screens. In addition, the processing of primary sequencing data is included in the same package and is very accurate due to the search function to identify search strings (e.g., barcodes) leading to a compact process throughput.

## Discussion

Technologies such as CRISPR/Cas9 based mutagenesis in somatic cells enable rapid workflows and large scale data generation that require comparably streamlined informatics. Here, our goal was to simplify the informatic workflow of scaled projects by creating a user-friendly GUI for next generation sequencing data processing as well as display an immediate assessment of results. In recessive screens, CRISPR/Cas9 sgRNA libraries are often directed to coding sequences and are constructed to have several guide target sequences per gene in order to guarantee mutagenicity. In most cases, simple selection with selective media will provide the most pure populations from which sequences can be derived. However, suboptimal selection conditions can also be used if subsequent informatics steps can yield relevant gene data. ENCoRE accomplishes this by processing sgRNA sequences from large datasets, filtering, and matching them to their respective gene sequences. It also uses a median imputation statistical method to compensate for missing or underrepresented guides. This method can, however, also produce artificially high or low values if one or two guides give a substantial increase and several imputed values that elevate a genes significance. However, in these cases as well median imputation is a valid strategy to compensate for discrepant guide sequences that can be quickly fine-tuned by manual curation.

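Some values that rest on few guides can be recognised in the authors' deposited table without the counts per guide. When a single guide differs from a ratio of 1 and the other guides do not, the z-score is exactly 1 and the p-value 0.317, whatever the size of the change. This p-value was listed for 377 genes, 1.97% of the table. Among the 33 genes with a positive log2 fold change it was listed for 14, with log2 fold changes from 0.15 to 0.84. They include Ptms at 0.84, the vomeronasal receptor gene Vmn1r19 at 0.79 and Bcl2l11, which encodes the pro-apoptotic protein BIM, at 0.22 in the authors' deposited table. None of them passed a correction on the scale of that table. After the constant solved from the paper's adjusted p-values, chosen after the data were seen, some passed the Bonferroni correction. Bcl2l11 did so with 3.41e-17, while Ptms and Vmn1r19 did not. With this constant, a guide without reads in either library counts as raised by 1.91. The p-value of 2 equal guides, 0.102, or one slightly above it was listed for 402 genes, 2.10% of the table. Genes with 2 unequal guides or with imputed values other than a ratio of 1 have other p-values, so these counts do not take in all genes that rest on few guides.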

The power of ENCoRE lies in its ability to rapidly distill large datasets into workable files and to give an overview of genes involved in a process. By virtue of its compact size and multithreaded processing, a typical desktop user can expect to rapidly filter and display results for large projects within a few hours. Thus comprehensive CRISPR/Cas9 screens and data analysis can be easily managed in laboratories without specialized informatics or cloud processing. ENCoRE is designed to be easily expandable with other functional panels by its modular architecture. The software is published and released as open source under the GNU license, so that users with java knowledge can implement their own modules for processing and reporting.

### Novel regulators of extrinsic apoptosis

In order to test if ENCoRE could rapidly deduce meaningful candidates from a novel dataset we conducted a recessive lentiviral sgRNA screen for genes that could give resistance to TNFa. Screens have been conducted before with RNA interference, however, major players were not identified [36] supporting the prowess of CRISPR to extensively map pathways. In our screen, stereotypical extrinsic apoptosis pathway members including *Tnfrsf1a*, *Casp8*, *Bid* and *Tnfrsf1b* were identified. Among the other new protein-coding genes identified we found *Smg7* and *Ces2a*, which when independently mutated strongly protected against TNFa-induced apoptotic cell death.

SMG7 acts in a complex of other factors including UPF1 to promote nonsense mediated decay (NMD) of RNA transcripts containing premature termination codons that cause protein truncations [37]. Currently it is unknown as to whether NMD is required to promote apoptosis or is simply tolerated as caspases appear to inhibit NMD during apoptosis [38]. Interestingly, alternative splicing has been determined to be one of the factors closely associated with NMD [37]. HNRNPF was also identified with high confidence as an apoptosis regulator in our screen and is known to play a role in RNA splicing, particularly of *Bcl-x* [39]. *Bcl-x* transcripts are spliced to either make an anti-apoptotic transcript *Bcl-xL* or a pro-apoptotic transcript *Bcl-xS*, and HNRNPF has been shown to aid in the production of the latter [28]. Therefore, it is possible that SMG7 could also participate in the stability of RNA isoforms by altering their ratios and promoting pro-apoptotic transcripts.

SMG7 (also known as Breast Cancer-Associated Antigen SGA-56 M) has been associated with cancer and is strikingly absent from a panel of 11 of 12 lymphoma samples tested for SMG7 antibody staining [40] suggesting that, as shown in our experiments, cells are resistant to apoptosis stimuli. Using individual cell lines containing mutations in both gene copies we show that *Smg7 −/−* cells are resistant to TNFa challenge and that cell death is caspase-dependent as demonstrated by zVAD protection (Fig. 4). We also performed tests in Smg7 mutant cells with known apoptosis-inducing chemotherapy drugs used in oncology. Whereas *Tnfrsf1a* mutant cells were partially resistant against Doxorubicin, *Smg7 −/−* cells showed only weak protection against this and other intrinsic inducers of apoptosis, demonstrating that global apoptosis is not inhibited per se. This is consistent with another report showing that *Smg7* mutation does not increase survival against doxorubicin, but rather counterintuitively, transiently increases the fraction of early apoptotic cells [33]. However, *Smg7 −/−* cells showed resistance to Erastin at lower concentrations, suggesting that Erastin-induced ferroptotic cell death is multimodal and may be potentiated by the TNFa pathway. Both *Smg7 −/−* and *Ces2a −/−* cells were weakly resistant to staurosporine, however, staurosporine is known to trigger an TNFa autocrine extrinsic pathway in certain cells [41]. Thus, *Smg7* is not exclusive to the extrinsic apoptosis pathway but it does appear to have a primary role in the promotion of TNFa-induced cell death. In contrast, mutation of *Ces2a* only showed robust protection against TNFa challenge, suggesting it is more specific to the extrinsic apoptosis pathway.

*Smg7 −/−* and *Ces2a −/−* cells show a normal NF-κB response following TNFa challenge (Fig. 5a,b). This also demonstrates that they do not act to restrict the pool of available TNFRSF1A receptor as seen in *Tnfrsf1a* mutant cells. Other extracellular ligands such as TNFSF10 (TRAIL) and FASL were inactive on all cell lines (data not shown) thus broad suppression of extrinsic cell death activity could not be tested. However, sensitivity to TNFa could be restored in mutant *Smg7 −/−* and *Ces2a −/−* cells by addition of cycloheximide, suggesting that the absence of these proteins can be overcome by activating caspases in the TNFa signaling pathway.

Mutation of *Smg7* results in a slight increase in p53 protein levels that increase dramatically following TNFa treatment (Fig. 5d). This is a surprising result, as p53 upregulation is typically associated with apoptosis and it is not known to be stabilized/upregulated following TNFa treatment. One possibility to explain this observation is that p53 cell death promoting activity may be compromised and its levels upregulated as a compensatory mechanism. We investigated whether p53 localization was affected and found that in control cells following TNFa treatment a slight but significant shift from cytosol to nucleus is seen, while in *Smg7 −/−* cells no such change is observed. Given that *Smg7 −/−* cells are partially resistant to Erastin/ferroptosis and that p53 is known to downregulate *SLC7A11* [42], a protective component of ferroptosis signalling, these results cumulatively suggest that SMG7 acts to facilitate p53 and that in its absence, the amplification of cell death signal is abrogated [43, 44], leading to cell survival.

Mutation of *Ces2a*, a carboxylesterase, was shown to be protective against TNFa-induced apoptosis in our screen and mutant cell line. Carboxylesterases are known to regulate hydrolyze a wide spectrum of xenobiotic and fatty acid esters and release them from cytoplasmic lipid compartments. Human CES2 also has the ability to catalyse the hydrolysis of retinyl palmitate to retinol [45, 46] and retinoic acid has been found to induce the expression of TNF receptors, TRAIL and caspase-8 in lung cancer cells resulting in acceleration of TNFa-induced apoptosis [47]. Thus, a plausible explanation for the discovery of *Ces2a* in a CRISPR screen for genes protecting against TNFa might be the reduced expression of pro-death factors downstream of vitamin A or its metabolites. We investigated the levels of p53 in *Ces2a −/−* cells and found surprisingly also an increase in basal levels, suggesting as in *Smg7 −/−* cells, p53 is associated with protection. However, its human orthologue CES2 appears to differ from its closely related neighbors CES1 and CES3 in substrate specificity [48] and could conceivably produce an additional pro-apoptotic metabolite as a consequence of its enzymatic activity.

## Conclusions

In summary, ENCoRE software enables bench scientists to rapidly distill CRISPR screening results into candidate gene lists, which can be further investigated in hypothesis-driven experiments. This is a critical improvement that encourages revisiting well-characterized pathways such as extrinsic apoptosis, as the discovery of *Smg7* and *Ces2a* confirm. By streamlining discovery informatics, the focus will naturally shift to delineate mechanism of action and the expansion our understanding of current pathway networks.

## Availability and requirements

Project name: ENCoRE (Easy NGS to CRISPR Results).

Project home page: http://www.helmholtz-muenchen.de/encore

Operating system(s): Platform independent.

Programming language: Java.

Other requirements: Java Runtime Environment (JRE) 8 (64 bit), 4 GB RAM and 2 CPUs.

License: GNU GPLv3.

## Additional files

Additional file 1: A list of primer sequences used in the study.

Additional file 2: The ENCoRE Quick Guide for downloading and processing CRISPR screens with ENCoRE.

Additional file 3: Venn diagrams showing overlap of top 20 genes identified by different software ENCoRE, MAGeCK, and edgeR for two additional datasets, (A) Koike-Yusa, et al., [4] and (B) Bassett, et al., [21]. For both datasets, a comparable overlap of top genes is seen between pairs ENCoRE/MAGeCK and ENCoRE/edgeR as observed between MAGeCK/edgeR.

Additional file 4: TNFa kill curve for CRISPR/Cas9 screening. Concentrations of soluble TNFa compared to cell survival 24 h after addition to murine fibroblasts. Addition of the pan-caspase inhibitor zVAD demonstrates caspase-dependent cell death.

Additional file 5: Genotyping data for mutant cell lines. Individually generated mutations in mouse fibroblasts were amplified from genomic DNA, cloned, sequenced, and characterized for indels. For each gene primary sequencing data from the parental cell line (wild-type) are aligned with mutated sequences (KO) resulting in a frameshift mutation. The CRISPR guide sequences for engineering the mutations are also aligned (red).

Additional file 6: ENCoRE validation on publicly available CRISPR screening data. (A) ENCoRE output from Bassett and colleagues [21] CRISPR viability screen in Drosophila S2R+ cells. At least two highly scoring genes emerged that implicate cell cycle control (Z600, FANCI) not seen in the original publication. (B) ENCoRE output from a CRISPR/Cas9 screen on mouse ESC cells from Li and colleagues [22] shows a similar profile of negatively selected genes and ZFP945 for positively selected genes, but differs in the identification of TRP53.

## Abbreviations

5-FU: 5-Fluorouracil
*Ces2a*: Carboxylesterase 2a
CFLAR: c-FLIP
CHX: Cycloheximide
CRM: CRISPR report module
CSV: Comma separated values
DCA: Deoxycholic acid
ENCoRE: Easy NGS-to-Gene CRISPR REsults
FFM: FASTQ filter module
GUI: Graphical user interface
*Hnrnpf*: Heterogeneous nuclear ribonucleoprotein F protein
indel: Insertions or deletions
NGS: Next generation sequencing
NHEJ: Non-homologous end-joining
NMD: Nonsense mediated decay
RRA: Robust ranking aggregation
sgRNA: Single guide RNA
*Smg7*: Suppressor with morphological defects in genitalia 7
TNFa: Tumor Necrosis Factor-alpha
TRAIL: TNFSF10
TRP53: p53
zVAD: z-VAD-FMK

# Supplementary material for: ENCoRE: an efficient software for CRISPR screens identifies new players in extrinsic apoptosis
**Source:** BMC Genomics. 2017 Nov 25;18:905. doi: 10.1186/s12864-017-4285-2
**Supplement:** Supplementary file 2 — The ENCoRE Quick Guide for downloading and processing CRISPR screens with ENCoRE.

# ENCoRE: Easy NGS to CRISPR Results

---

Quick Guide

# 1 Contents

|       |                               |    |
|-------|-------------------------------|----|
| 1     | Contents .....                | 1  |
| 2     | System requirements .....     | 2  |
| 3     | Menu .....                    | 2  |
| 4     | Encore Process Overview ..... | 2  |
| 5     | FASTQ Filter .....            | 3  |
| 5.1   | Overview.....                 | 3  |
| 5.2   | Workflow & Preview .....      | 4  |
| 5.3   | Variable Filters.....         | 4  |
| 5.3.1 | Quality .....                 | 4  |
| 5.3.2 | Misreads .....                | 5  |
| 5.3.3 | Length .....                  | 5  |
| 5.3.4 | Delete .....                  | 6  |
| 5.3.5 | Crop .....                    | 7  |
| 5.3.6 | Replace .....                 | 7  |
| 5.3.7 | Search .....                  | 8  |
| 6     | CRISPR Report.....            | 9  |
| 6.1   | Overview.....                 | 9  |
| 6.2   | Basic Information .....       | 10 |
| 6.3   | Statistics Panel.....         | 10 |
| 6.4   | CSV output file.....          | 12 |
| 6.5   | The ENCoRE Java Project.....  | 12 |
| 7     | Appendix.....                 | 13 |

## 2 System requirements

- JAVA Runtime environment (version 8, 64 bit), 4 GB RAM and two CPUs
- For FASTQ files with more than 50 million reads, > 4 GB and > 4 CPUs

It is recommended that all files are opened from a local drive. Opening files from a network resource or an external device (e.g., USB stick) may cause the program to stall.

ENCoRE can be downloaded from: <http://www.helmholtz-muenchen.de/encore>

## 3 Menu

Via the menu one can: open new modules in additional tabs, exit the program or access general information in the „About“ dialog. There are two modules available:

1. FASTQ Filter: manipulate FASTQ files
2. CRISPR Report: evaluate filtered FASTQ files based on CRISPR screening

The modules are explained in the following sections. An example section contains a guide through a standard evaluation procedure.

## 4 Encore Process Overview

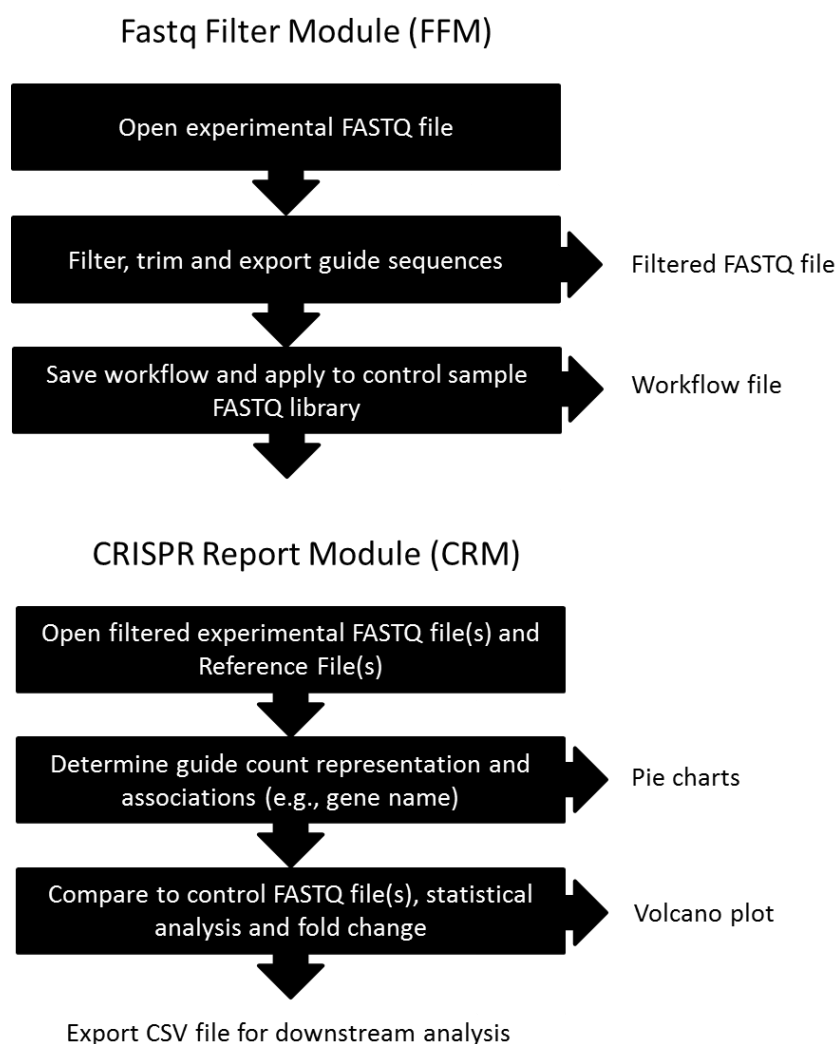

## 5 FASTQ Filter

### 5.1 Overview

The FASTQ Filter module enables one to alter raw FASTQ files. For that purpose one can build or import a sequential workflow of different filters that will be applied to datasets. Together with an instant preview, this powerful module makes it easy to adjust FASTQ files to individual needs.

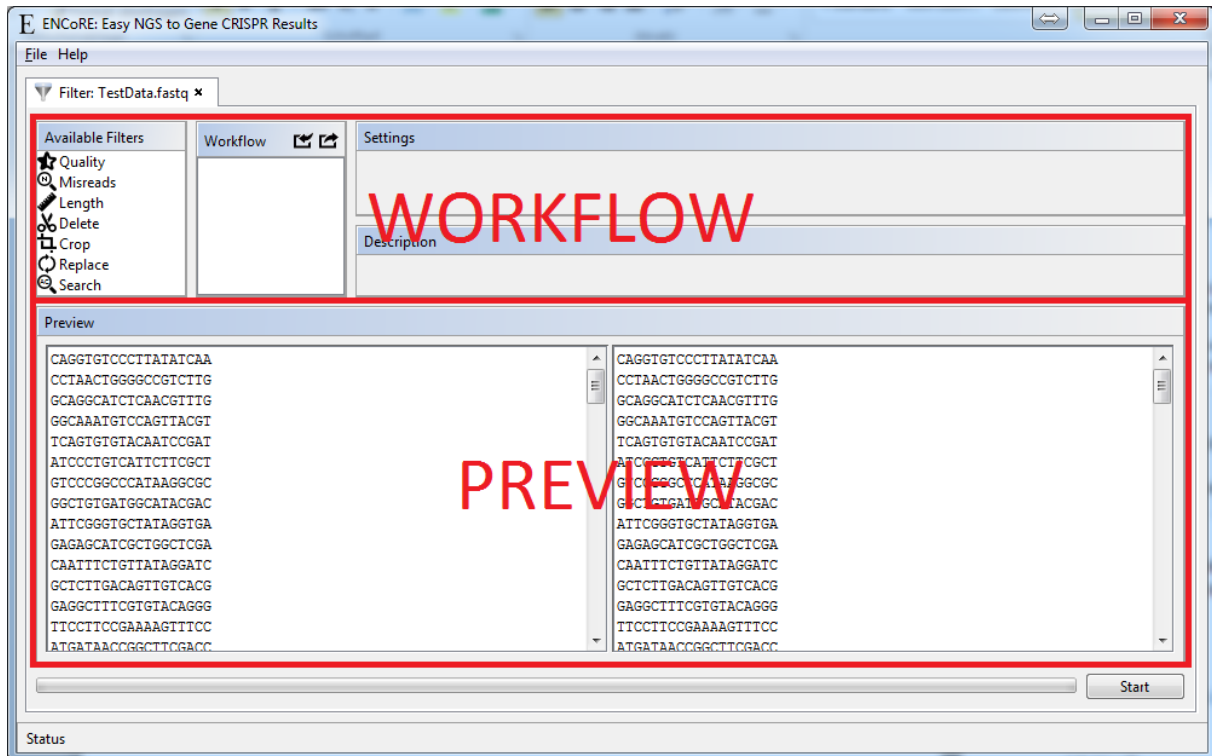

To open a FASTQ file for processing, click File→Open→FASTQ Filter. Choose a FASTQ file in the dialog appearing and click „OK“. This will open a new tab showing different panels containing a workflow on the top and a preview panel on the bottom.

Note: The FASTQ file must be in the following format. Any corrupt data within the file will be ignored. For more information see [https://en.wikipedia.org/wiki/FASTQ\\_format](https://en.wikipedia.org/wiki/FASTQ_format).

| @SEQ_ID                                                                                                             | Read<br>↓     | Dataset |
|---------------------------------------------------------------------------------------------------------------------|---------------|---------|
| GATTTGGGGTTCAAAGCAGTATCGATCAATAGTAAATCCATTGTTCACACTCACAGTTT                                                         | ←Sequence     |         |
| +                                                                                                                   |               |         |
| ! ' ' * ( ( ( ( * * + ) ) % % % + + ) ( % % % % ) . 1 * * * - + * ' ' ) * * 5 5 C C F > > > > > C C C C C C C C 6 5 | ←Quality Tags |         |

## 5.2 Workflow & Preview

In the workflow section one can build a workflow of manipulations to make on a FASTQ file.

To add a filter to a workflow, double-click the filter or drag-and-drop the filter from the „*Available Filters*“ panel to the „*Workflow*“ panel. The addition of a filter will allow the initial preview of the sequences and appearance after filtering. From this point, it is also possible to export/import an existing workflow via the buttons on the top right corner of the „*Workflow*“ panel.

Once several filters are added to the workflow they can be rearranged by drag-and-drop. To rearrange multiple filters at the same time, one can mark filters with „shift“ or „control“ pressed while clicking on the filters. For deleting filter(s), mark them and press “delete”.

If one clicks on a workflow filter, the corresponding settings and descriptions of this filter are shown. For a detailed description about filters and settings see 5.3.

Every time the settings are changed, the preview will immediately be updated. For this update, all filters, from the first to the last selected filter, are sequentially applied to the datasets. The original file will not be altered.

After building a workflow one can start the processing of a FASTQ file by pressing the start button. A file dialog will appear where one can select where to save the filtered FASTQ file. The processing can take a few seconds up to several minutes, depending how large the original file is and how many filters were applied. The bar at the bottom shows the progress.

ATTENTION: the datasets of the filtered file will not be in the same order as the original file due to the nature of parallel processing!

## 5.3 Variable Filters

The filters available should cover all possible manipulations on a FASTQ file. There are also more sophisticated filters, like „replace“ and „search“ available. Here is a detailed description of all filters, how they work and further information about the settings.

### 5.3.1 Quality

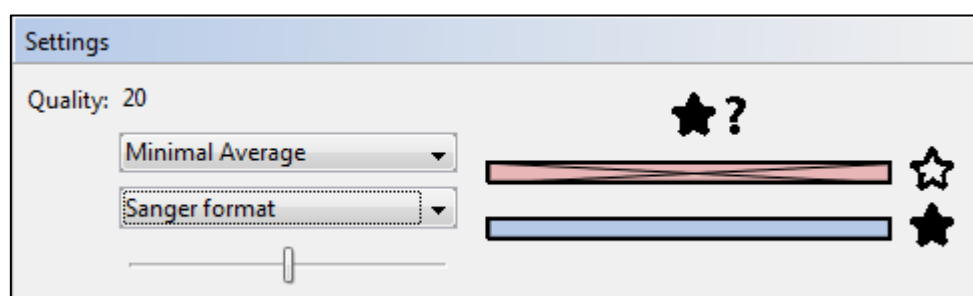

The Quality filter is applied to filter sequences by different quality criteria. All FASTQ files come in formats determined by the NGS service facility. The formats have different quality ranges. Choose a format and adjust the slider to a desired quality threshold.

**ATTENTION:** If applying more than one filter, quality should be performed first due to loss of quality data in subsequent filtering steps.

The following criteria/constraints can be applied:

- **Minimal Average:** Averages the quality of all single reads in the dataset. If the average is below the defined quality score the whole dataset will be discarded.
- **Maximal Average:** Averages the quality of all single reads in the dataset. If the average is above the defined quality score the whole dataset will be discarded.
- **Lower Threshold:** If the quality of only one read is below the quality score, the whole dataset will be discarded.
- **Upper Threshold:** If the quality of only one read is above the quality score, the whole dataset will be discarded.

### 5.3.2 Misreads

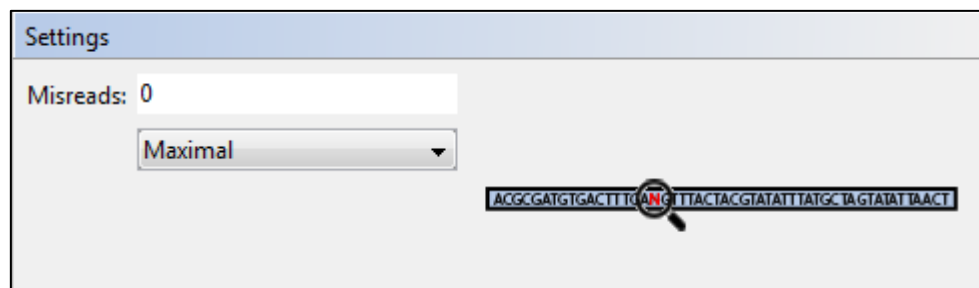

The Misreads filter is applied to filter datasets based on the number of misreads. Depending on the reading mechanism of the NGS service there may be misreads (marked with a sequence tag „N“) in the dataset. To filter such datasets, one can determine an amount of misreads together with a filter criteria.

Following criteria/constraints can be applied:

- **Maximal:** If the sequence contains more misreads than the defined number, the entire dataset will be discarded.
- **Minimal:** If the sequence contains less misreads than the defined number, the entire dataset will be discarded.
- **Exact:** If the sequence contains more or less misreads than the defined number, the entire dataset will be discarded.

### 5.3.3 Length

Settings

Length: 25

Minimal

The Length filter is applied to filter datasets based on their length. To filter such datasets one can determine a numerical length together with filter criteria.

Following criteria/constraints can be applied:

- **Minimal:** If the sequence is shorter than the defined number, the whole dataset will be discarded.
- **Maximal:** If the sequence is longer than the defined number, the whole dataset will be discarded.
- **Exact:** If the sequence is shorter or longer than the defined number, the whole dataset will be discarded.

#### 5.3.4 Delete

Settings

from 1

to \*

Defined

start

end

The Delete filter is applied to alter the length of datasets.

Following criteria/constraints can be applied:

- **Defined:** Deletes a defined range (from → to) of reads from the dataset. The dataset will be discarded if:
  - The from value is less than the to value
  - The range of reads to be deleted is bigger than the total length of the sequence
  - The to value exceeds the length of the sequence

**ATTENTION:** If one wishes to delete reads from a given *from* value to the end of the sequence, use an asterisk (\*) as a *to* value.

- **Front:** Deletes the defined number of reads from the beginning of the sequence. If the sequence of a dataset is shorter than the defined number, the complete dataset will be discarded.
- **Back:** Deletes the defined number of reads from the end of the sequence. If the sequence of a dataset is shorter than the defined number, the complete dataset will be discarded.

### 5.3.5 Crop

The screenshot shows a 'Settings' window for the Crop filter. It has two input fields: 'from' with the value '1' and 'to' with the value '\*'. Below the 'to' field is a dropdown menu currently set to 'Defined'. To the right of the input fields is a diagram illustrating the crop operation. It shows a horizontal bar with 'start' at the left end and 'end' at the right end. Below this bar are two red rectangular blocks, representing the subset of sequences being cropped.

The Crop filter is applied to only take a subset of sequences of the dataset.

Following criteria/constraints can be applied:

- **Defined:** Takes a defined range (from → to) of reads from the dataset and discards the remaining. The dataset will be discarded if:
  - The from value is less than the to value
  - The to value exceeds the length of the sequence

**ATTENTION:** If one wishes to take reads from a given *from* value to the end of the sequence, use an asterisk (\*) as a *to* value.

- **Front:** Takes the defined number of reads from the *beginning* of the sequence. If the sequence of a dataset is shorter than the defined number, the complete dataset will be discarded.
- **Back:** Takes the defined number of reads from the *end* of the sequence. If the sequence of a dataset is shorter than the defined number, the complete dataset will be discarded.

### 5.3.6 Replace

The screenshot shows a 'Settings' window for the Replace filter. It has two input fields: 'Sequence:' and 'Replacement:'. Below the 'Replacement:' field is a dropdown menu currently set to 'First'. To the right of the input fields is a diagram illustrating the replace operation. It shows a horizontal bar with a blue segment in the middle. Above the blue segment is a red box containing the sequence 'AAATTGGCGGGATT'. Below the blue segment is a red box containing the sequence 'GGGATATATATTCCGC'.

The Replace filter is applied to replace a subset of sequences in the dataset with another. Define a *Sequence* to search for and a *Replacement* sequence together with a constraint. The *Replacement* sequence can be empty, if one wishes to delete a specific sequence. A replacement will only happen if the given sequence will be found. Please note that the quality tags of the replacement will be the lowest quality tags and will therefor alter the quality of the complete dataset negatively!

Following criteria/constraints can be applied:

- **All:** All found sequences will be replaced.

- **First:** Only the first iteration of the sequence will be replaced.
- **Beginning:** Replaces the beginning of the sequence.
- **End:** Replaces the end of the sequence.

**CAUTION:** This filter may negatively alter quality tags! Do not attempt to chain a quality filter afterwards!

### 5.3.7 Search

The Search filter is applied for a more sophisticated manipulation of a dataset. Here a sequence should be defined to search for together with a constraint. Then what should happen if the sequence is found and meets the constraint („True“) or not („Not True“) should be defined.

Following criteria/constraints can be applied:

- **Starts with:** The dataset sequence must *start* with the search sequence.
- **Ends with:** The dataset sequence must *end* with the search sequence.
- **Contains:** The dataset sequence must *contain* the search sequence.
- **Discard:** Discard the dataset.
- **Keep:** Keep the dataset.
- **Crop:** Crops subsets of the dataset sequence depending on the following additional constraints:
  - **First:** Crops the first found sequence from the dataset and discards the remaining.
  - **Before:** Keeps everything before the first found sequence.
  - **Before Including:** Keeps everything before the first found sequence, including the found sequence.
  - **After:** Keeps everything after the first found sequence.
  - **After Including:** Keeps the first found sequence and everything after.
- **Delete:** Deletes subsets of the dataset sequence depending on the following additional constraints:
  - **First:** Deletes the first found sequence from the dataset.
  - **Before:** Deletes everything before the first found sequence.
  - **Before Including:** Deletes everything before the first found sequence, including the found sequence.
  - **After:** Deletes everything after the first found sequence.
  - **After Including:** Deletes the first found sequence and everything after.

**CAUTION:** This filter may negatively alter quality tags! Do not attempt to chain a quality filter afterwards!

## 6 CRISPR Report

### 6.1 Overview

The CRISPR Report module is designed to evaluate and provide statistics for filtered FASTQ files from a CRISPR screening experiment. This module counts guide sequences in a FASTQ file and labels them (with gene names, for example) with the use of a CRISPR reference file. Subsequently, the module is able to compare an experimental FASTQ file with a control library to determine guide count changes in the experiment.

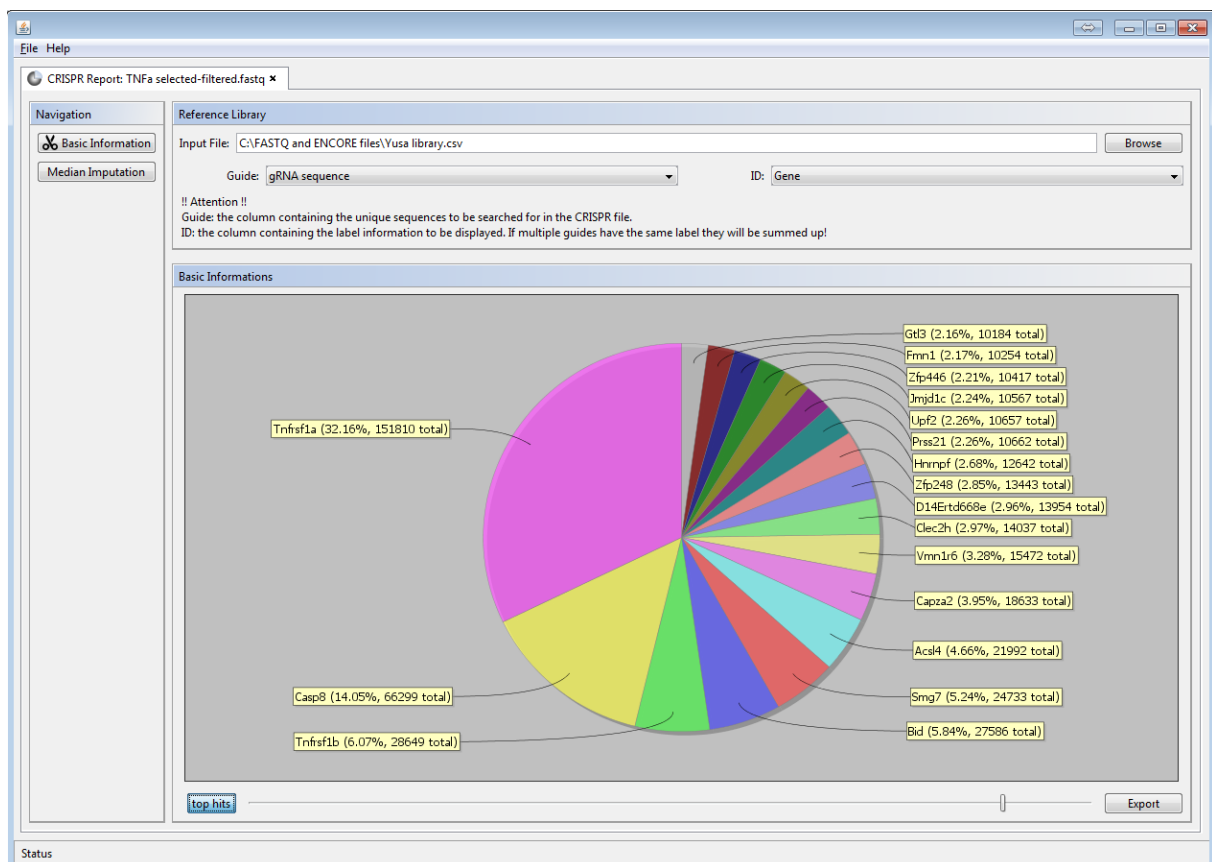

To open a new CRISPR report panel click File→Open→CRISPR Report. Choose an experimental FASTQ file containing filtered and trimmed guide sequences in the dialog appearing and click „OK“. This will import the FASTQ file. Please note that this process can take a few seconds, depending on CPU power.

The FASTQ file should contain filtered and trimmed sequences guide sequences one wishes to cross-reference with a CRISPR reference file to get, for example, gene names. During the import process datasets with the same sequences are aggregated and counted. The final imported data does not contain any duplicates.

**CAUTION:** Guide sequences should be trimmed to match exactly to sequences in the reference file (e.g., with or without adjacent PAM sequences).

## 6.2 Basic Information

The Basic Information Panel is used to label the counts of unique sequences from the imported FASTQ file. To display a pie chart of the data one needs to add a reference file by clicking on the „Browse“ button. **IMPORTANT:** The reference file must be in .CSV format and containing headers. After the library is imported one can select a „Guide“ sequence to match to and an „ID“ that should be displayed in the chart. The headers found in the reference file are shown as drop-down lists.

The „Guide“ column should contain the filtered FASTQ derived sequences to be cross-referenced to the CRISPR reference file (e.g. "gRNA sequence").

**CAUTION:** Please make sure that all guides in the reference file are unique!

The „ID“ column should contain the alphanumeric string that will represent the label in the pie chart (e.g., "Gene"). If multiple guides have the same label they will be aggregated.

**CAUTION:** If the .CSV file contains the same label for different guides, all the guides will be aggregated! If unique names are wished, please adjust the reference file to contain a column with unique gene guide labels (e.g., Gene\_x\_1).

After one has selected the Guide and the ID, the pie chart will be populated with the corresponding data.

Below the chart is a slider to adjust the amount of the displayed top guides. If one wants to turn off the display of the remaining guides the shortcut „top hits“ button can be activated.

**CAUTION:** The displayed percentage with an activated „top hits“ button does not reflect the actual percentage of the whole dataset but just of the cohort shown.

The „Export“ button in the bottom right corner exports the guide count with the chosen ID label in .CSV format for further processing.

## 6.3 Statistics Panel

The Statistics Panel is used to compare filtered and trimmed experimental FASTQ files to (control) FASTQ datasets. It is assumed that all datasets were processed with the same workflow to give guide sequences with the same format. Please make sure that a reference file is already selected with the Guide/ID column within it (see 6.2). To compensate for artificially high, low, or missing guides a median imputation strategy is used (see manuscript text for details). In addition, a total normalization is performed to correct for differences between the libraries. Normalization is applied by dividing each median imputed count of reads for a given library through the sum of all median imputed values of this library.

Minimally, three files are necessary for calculating p-values and fold change:

1. The experimental FASTQ file(s), filtered and trimmed
2. The control FASTQ file(s), filtered and trimmed
3. The reference file (as CSV) containing guide sequences and corresponding information

Optionally, *n* experimental and control replicate FASTQ files can be entered. The application was tested for five experimental and five control libraries but many more should be possible. The only

restriction for the number of replicates is the size of the RAM storage capacity which is needed when the data matrix is constructed.

The median imputation strategy as well as total normalization and the computation of p-values and false discovery rates (FDRs) are extended to  $n$  replicates. To display the fold change chart one first selects a Control Library (FASTQ format) to compare to the experimental FASTQ dataset. After the import is done one should see a volcano plot:

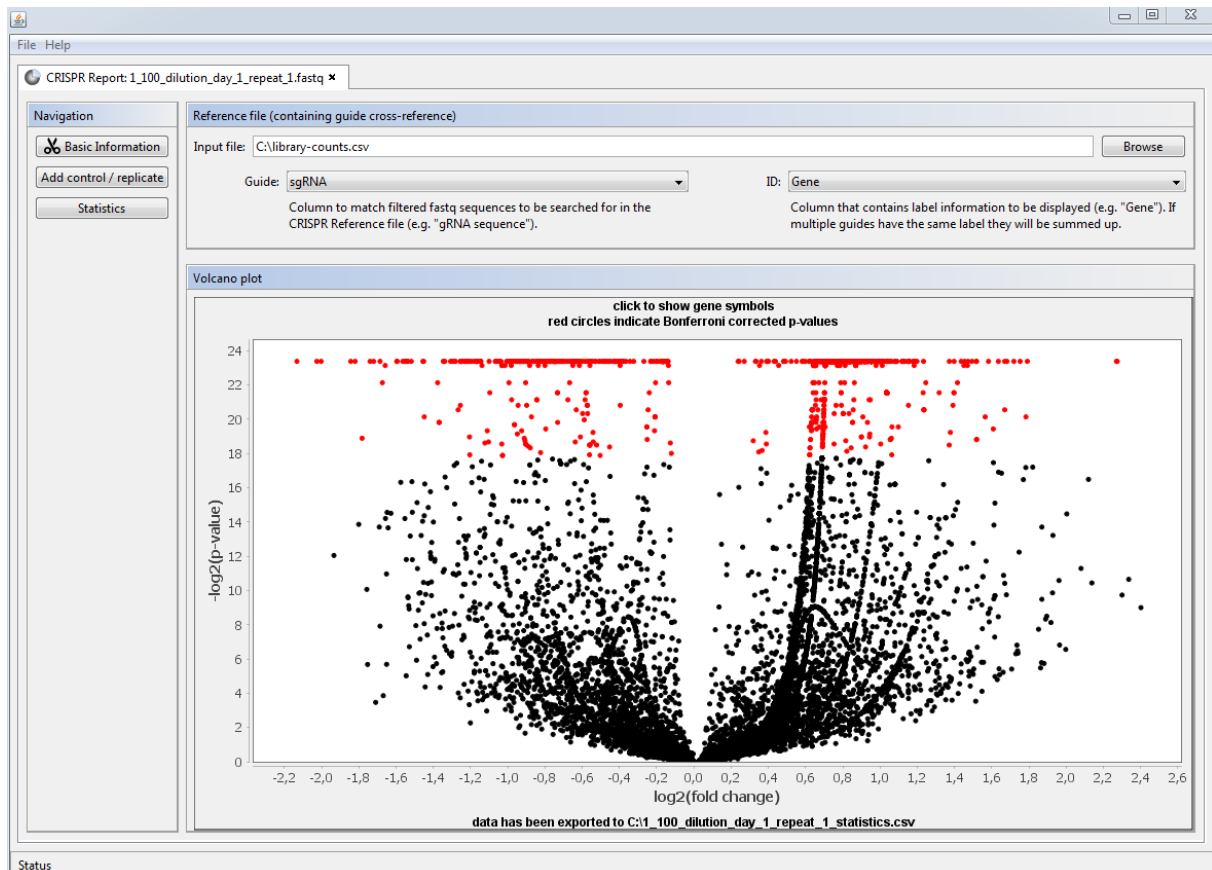

The x-axis represents the inverse  $\log_2(\text{fold change})$  of the experimental values of the corresponding ID you have chosen in your reference file compared to the control values. „Accumulated“ means that the fold changes are combined for every matched guide (see manuscript text for details).

The y-axis represents the inverse  $\log_2(\text{p-value})$  of this ID compared to the control dataset. This only makes sense if the guides were accumulated because more than one guide exists for each ID, e.g. five guide sequences to one gene name.

To navigate the chart: mouseover shows the ID as well as the values for the x- and y-axes. A left click on the chart points makes the corresponding ID continually visible. A right click opens a context menu with further Options, like zooming or exporting the chart view.

## 6.4 CSV output file

The results of statistical analysis are written into a CSV formatted file and stored in the same directory from which the experimental FASTQ file was entered. The output file consists of the following columns:

- Gene symbol: derived from the reference file
- FDR(Bonferroni): corrected p-value according to the method of Bonferroni
- FDR(BH): corrected p-value after multiple testing by the method of Benjamini and Hochberg
- p-value: calculated by a normal z-test, corresponding to a paired t-test
- $-\log_2(\text{p-value})$ : inverse  $\log_2$  based p-value
- $\log_2(\text{Fold change})$ :  $\log_2$  based mean of the ratios of median imputed read counts from the sgRNAs in the experimental versus control library per gene
- #reads imputed control 1 to m (replicate 1 to n): median imputed read counts of m sgRNAs from n control libraries; missing read counts of sgRNAs per gene are set to one and subsequently counts of one are replaced by the median
- #reads imputed condition 1 to m (replicate 1 to n): median imputed read counts of m sgRNAs from n experimental libraries; missing read counts of sgRNAs per gene are set to one and subsequently counts of one are replaced by the median
- #reads control 1 to m (replicate 1 to n): “original” control read counts of the sgRNAs per gene; corresponding control/experimental read counts of a given sgRNA for a gene are set to one if one of both is missed
- #reads condition 1 to m (replicate 1 to n): “original” experimental read counts of the sgRNAs per gene; corresponding experimental/control read counts of a given sgRNA for a gene are set to one if one of both is missed

Columns referring to control and condition read counts “1 to m” imply arbitrary numbers assigned to a given sgRNA sequence. If more than one control and one experimental library are used then the arbitrary number of replicate files is shown in brackets.

Median imputed read counts for the control and experimental library/libraries from the CSV output file can be used to compute p-values based on a generalized linear model (GLM) which does not assume normal distribution or to calculate p-values from the distribution free method of a Wilcoxon signed-rank statistic with help of R statistical software or any other suitable statistic program.

## 6.5 The ENCoRE Java Project

The ENCoRE software tool is an open source, stand-alone Java program suitable for Windows, Macintosh and Linux operating systems. It can be redistributed and improved under the terms of the GNU licence GPLv3.

The GUI of ENCoRE was developed by using AWT and Swing Java libraries. Charts (e.g. the volcano plot) were realized with help of the JFreeChart Class Library. In order to accelerate the input of the input of FASTQ files packages from the MBassador project were used. MBassador represents a

feature-rich Java event bus optimized for high-throughput in multi-threaded environments. The Apache Commons Mathematics Library was applied to calculate the statistical result.

## **7 Appendix**

Report any bugs to:

# Supplementary material for: ENCoRE: an efficient software for CRISPR screens identifies new players in extrinsic apoptosis
**Source:** BMC Genomics. 2017 Nov 25;18:905. doi: 10.1186/s12864-017-4285-2
**Supplement:** Supplementary file 5 — Genotyping data for mutant cell lines. Individually generated mutations in mouse fibroblasts were amplified from genomic DNA, cloned, sequenced, and characterized for indels. For each gene primary sequencing data from the parental cell line (wild-type) are aligned with mutated sequences (KO) resulting in a frameshift mutation. The CRISPR guide sequences for engineering the mutations are also aligned (red).

## Additional File 5

|            |                                                                                                                                  |     |     |     |     |     |     |     |     |     |     |     |     |     |
|------------|----------------------------------------------------------------------------------------------------------------------------------|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|
|            | 1                                                                                                                                | 10  | 20  | 30  | 40  | 50  | 60  | 70  | 80  | 90  | 100 | 110 | 120 | 130 |
| Smg7_ut    | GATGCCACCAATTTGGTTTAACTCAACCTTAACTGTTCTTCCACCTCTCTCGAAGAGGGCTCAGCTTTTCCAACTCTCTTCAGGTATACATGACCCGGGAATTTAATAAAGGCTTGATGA         |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Smg7_K0_20 | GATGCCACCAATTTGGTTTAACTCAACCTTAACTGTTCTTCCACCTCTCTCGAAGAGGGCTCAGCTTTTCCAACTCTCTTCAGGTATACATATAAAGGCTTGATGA                       |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Smg7_K0_23 | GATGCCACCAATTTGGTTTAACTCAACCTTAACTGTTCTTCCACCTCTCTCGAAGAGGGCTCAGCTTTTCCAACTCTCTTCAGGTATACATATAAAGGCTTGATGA                       |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Guide      | ...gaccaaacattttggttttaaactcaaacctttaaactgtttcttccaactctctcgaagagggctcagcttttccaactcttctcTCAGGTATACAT.....aaagaagccttgatga       |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Consensus  | 131                                                                                                                              | 140 | 150 | 160 | 170 | 180 | 190 | 200 | 210 | 220 | 230 | 240 | 250 | 260 |
| Smg7_ut    | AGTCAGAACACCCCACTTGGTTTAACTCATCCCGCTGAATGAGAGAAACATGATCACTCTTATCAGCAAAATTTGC                                                     |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Smg7_K0_20 | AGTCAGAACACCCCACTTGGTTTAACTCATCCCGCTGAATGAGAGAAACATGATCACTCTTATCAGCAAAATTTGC                                                     |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Smg7_K0_23 | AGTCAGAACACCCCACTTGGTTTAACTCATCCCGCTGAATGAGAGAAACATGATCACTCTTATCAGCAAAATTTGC                                                     |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Guide      | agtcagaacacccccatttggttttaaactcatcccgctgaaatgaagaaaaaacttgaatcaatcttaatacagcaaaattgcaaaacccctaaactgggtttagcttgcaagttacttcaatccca |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Consensus  | 261                                                                                                                              | 270 | 280 | 290 | 300 | 310 | 319 |     |     |     |     |     |     |     |
| Smg7_ut    | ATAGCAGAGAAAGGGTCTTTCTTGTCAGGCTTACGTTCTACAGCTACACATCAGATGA                                                                       |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Smg7_K0_20 | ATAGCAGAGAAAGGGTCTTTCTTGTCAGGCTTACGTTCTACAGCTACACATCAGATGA                                                                       |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Smg7_K0_23 | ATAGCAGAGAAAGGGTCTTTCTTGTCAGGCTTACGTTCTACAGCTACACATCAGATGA                                                                       |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Guide      | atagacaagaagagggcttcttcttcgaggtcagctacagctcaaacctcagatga                                                                         |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Consensus  |                                                                                                                                  |     |     |     |     |     |     |     |     |     |     |     |     |     |

|             |                                                                                    |     |     |     |     |     |     |     |     |     |     |     |     |     |
|-------------|------------------------------------------------------------------------------------|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|
|             | 1                                                                                  | 10  | 20  | 30  | 40  | 50  | 60  | 70  | 80  | 90  | 100 | 110 | 120 | 130 |
| Ces2a_ut    | ACGGAGAGGCTCTCCCTGA                                                                |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Ces2a_K0_20 | ACGGAGAGGCTCTCCCTGA                                                                |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Ces2a_K0_26 | ACGGAGAGGCTCTCCCTGA                                                                |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Guide       | acggagagctctccctga                                                                 |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Consensus   | 131                                                                                | 140 | 150 | 160 | 170 | 180 | 190 | 200 | 210 | 220 | 230 | 240 | 250 | 260 |
| Ces2a_ut    | TGACTGAAGTTCATAT                                                                   |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Ces2a_K0_20 | TGACTGAAGTTCATAT                                                                   |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Ces2a_K0_26 | TGACTGAAGTTCATAT                                                                   |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Guide       | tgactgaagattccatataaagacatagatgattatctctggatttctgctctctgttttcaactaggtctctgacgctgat |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Consensus   | 261                                                                                | 270 | 280 | 290 | 300 | 310 | 320 | 330 |     |     |     |     |     |     |
| Ces2a_ut    | CATCTCTATGTCCGAGGAC                                                                |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Ces2a_K0_20 | CATCTCTATGTCCGAGGAC                                                                |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Ces2a_K0_26 | CATCTCTATGTCCGAGGAC                                                                |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Guide       | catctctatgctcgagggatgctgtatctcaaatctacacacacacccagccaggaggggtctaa                  |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Consensus   |                                                                                    |     |     |     |     |     |     |     |     |     |     |     |     |     |

|             |                                                                            |     |     |     |     |     |     |     |     |     |     |     |     |     |
|-------------|----------------------------------------------------------------------------|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|
|             | 1                                                                          | 10  | 20  | 30  | 40  | 50  | 60  | 70  | 80  | 90  | 100 | 110 | 120 | 130 |
| Hnrnpf_ut   | TGAAAAATCTTGACTCTT                                                         |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Hnrnpf_K0_4 | TGAAAAATCTTGACTCTT                                                         |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Hnrnpf_K0_2 | TGAAAAATCTTGACTCTT                                                         |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Guide       | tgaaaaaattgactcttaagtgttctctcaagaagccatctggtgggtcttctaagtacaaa             |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Consensus   | 131                                                                        | 140 | 150 | 160 | 170 | 180 | 190 | 200 | 210 | 220 | 230 | 240 | 250 | 260 |
| Hnrnpf_ut   | GGAGGTGAGGCGTATG                                                           |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Hnrnpf_K0_4 | GGAGGTGAGGCGTATG                                                           |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Hnrnpf_K0_2 | GGAGGTGAGGCGTATG                                                           |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Guide       | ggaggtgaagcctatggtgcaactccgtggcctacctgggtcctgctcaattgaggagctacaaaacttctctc |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Consensus   | 261                                                                        | 270 | 280 | 290 | 300 | 310 | 320 | 330 | 340 | 350 | 360 | 370 | 380 | 390 |
| Hnrnpf_ut   | ACTAGAGAGGCGATCAG                                                          |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Hnrnpf_K0_4 | ACTAGAGAGGCGATCAG                                                          |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Hnrnpf_K0_2 | ACTAGAGAGGCGATCAG                                                          |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Guide       | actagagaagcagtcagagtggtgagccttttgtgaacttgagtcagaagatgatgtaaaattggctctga    |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Consensus   |                                                                            |     |     |     |     |     |     |     |     |     |     |     |     |     |

|                |                                                                                                                 |     |     |     |     |     |     |     |     |     |     |     |     |     |
|----------------|-----------------------------------------------------------------------------------------------------------------|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|
|                | 1                                                                                                               | 10  | 20  | 30  | 40  | 50  | 60  | 70  | 80  | 90  | 100 | 110 | 120 | 130 |
| Trnfsl1a_ut    | C                                                                                                               |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Trnfsl1a_K0_1  | C                                                                                                               |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Trnfsl1a_K0_16 | C                                                                                                               |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Guide          | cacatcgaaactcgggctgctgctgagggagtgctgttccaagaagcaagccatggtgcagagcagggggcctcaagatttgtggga                         |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Consensus      | 131                                                                                                             | 140 | 150 | 160 | 170 | 180 | 190 | 200 | 210 | 220 | 230 | 240 | 250 | 260 |
| Trnfsl1a_ut    | CTCTTCGAAGATGTC                                                                                                 |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Trnfsl1a_K0_1  | CTCTTCGAAGATGTC                                                                                                 |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Trnfsl1a_K0_16 | CTCTTCGAAGATGTC                                                                                                 |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Guide          | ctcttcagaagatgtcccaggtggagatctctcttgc                                                                           |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Consensus      | 261                                                                                                             | 270 | 280 | 290 | 300 | 310 | 320 | 330 | 340 | 350 | 360 | 370 | 380 | 390 |
| Trnfsl1a_ut    | TGCTTCAGCGCCACGTC                                                                                               |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Trnfsl1a_K0_1  | TGCTTCAGCGCCACGTC                                                                                               |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Trnfsl1a_K0_16 | TGCTTCAGCGCCACGTC                                                                                               |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Guide          | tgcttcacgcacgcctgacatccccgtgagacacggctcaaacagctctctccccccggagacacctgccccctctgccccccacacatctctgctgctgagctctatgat |     |     |     |     |     |     |     |     |     |     |     |     |     |
| Consensus      |                                                                                                                 |     |     |     |     |     |     |     |     |     |     |     |     |     |

How the deposited data were processed for this re-analysis (not part of the article)

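The screen compared 1 sequencing library of sgRNAs from mouse fibroblasts treated with TNFa with 1 library of the starting plasmid preparation. A library of unselected cells was not analysed here. The authors filtered and trimmed the reads with the ENCoRE FASTQ Filter Module, counted sgRNAs against the reference file of the mouse library, and replaced missing guides and guides with 1 read by the median of the gene. The ENCoRE version is not given in the sources used here, and the submitters' processing notes name the build mm10 without a role. The deposited log2 fold change is the authors' mean of the log2 ratios over the guides of a gene. The deposited p-value is the authors' z-test of these ratios against 0, not adjusted, in steps of 1e-07, and a further column holds its log2 with a floor of -23.5, as the authors wrote it. The methods describe a division of each library by its total. The deposited log2 values were taken to be on a scale of read numbers without this division, as tested in genes that rest on 1 guide.

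The tests fixed before the data were examined assumed counts per guide. The table used here holds log2 fold changes and p-values per gene, so the authors' z-test was taken as deposited, and shares of reads, guides per gene and comparisons with random guide sets were not computed. The depth of the libraries is unknown from this table, and no interval for counting error is given. From each p-value the z-score was recovered with the normal distribution, and the standard error over guides as the size of the log2 fold change divided by it. Where p was listed as 0, the z-score is at least 5.33. The p-values were adjusted over 19147 genes by Bonferroni (the main setting, threshold 0.05) and by Benjamini-Hochberg. Called genes were counted as higher or lower by the sign of the log2 fold change.

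For 12 gene lists, fixed before the data were examined, the median log2 fold change, the calls and the percentile of the median among 10000 random lists of the same size (seed 1) were computed. The random lists could not be matched on control counts, and percentiles describe these 2 libraries only. The lists were extrinsic apoptosis and TNF receptor signalling, mitochondrial apoptosis, NF-kB activation and survival, necroptosis, hnRNP, carboxylesterases, ferroptosis, growth suppressors and, by name prefix, ribosomal proteins, proteasome, olfactory receptors and vomeronasal receptors. The genes named are those the paper or its figures name for the screen, the genes called higher, the 10 with the lowest log2 fold change and members of the lists. The values of the genes in the paper's text and figures had been seen before. The parts of this rule that need counts per guide were not applied, and a withheld item is not reported here. Genes named outside the rule are Phf12, 4931417G12Rik and others with a positive value, and Abpd with a negative value. They were chosen after their values were seen.

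Genes with the p-value of 1 guide were those within 1e-06 of 0.317, and genes of 2 guides those from 0.0001 below to 0.005 above 0.102. Coordinates come from the RefSeq gene table of GRCm38.p6, the assembly also called mm10. Of 54 genes looked up, 49 matched by symbol and 5 by a synonym. A recovery check used simulated libraries of 19147 genes and kept the 2510 with a p above a set limit. In 99% of these, the recovered standard error differed from the true one by at most 0.0142%. Genes with smaller p-values were not covered. A constant between library scales was recovered from 3 genes to within 5.21e-05. In the same simulation 398 of 400 genes made with 1 guide were found, and none after division by library totals. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.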

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

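Genes with a positive log2 fold change and a Benjamini-Hochberg-adjusted p under 0.05 that appear in neither the text nor a figure of the paper were looked for in the authors' deposited table, and 2 were found. Phf12, which encodes a PHD finger protein of a transcriptional corepressor complex, had a log2 fold change of 2.00 in the authors' deposited table, just above Hnrnpf (0.00446 after Benjamini-Hochberg correction of the authors' p-values). 4931417G12Rik, listed as Fancd2os in the reference, had a log2 fold change of 0.93 in the authors' deposited table (0.0209 after Benjamini-Hochberg correction). Neither passed the Bonferroni correction on the scale of the table. With a t distribution of 4 degrees of freedom, p before correction was 0.0791 for 4931417G12Rik, so its call is lost. For Phf12 it was 0.0446. The Benjamini-Hochberg correction was not applied to p-values of the t distribution, so this value does not show that Phf12 keeps its call. After the constant solved from the paper's adjusted p-values, which was chosen after the data were seen, both passed it, with 0.000309 for Phf12 and 1.47e-08 for 4931417G12Rik. With a single library per condition, neither signal has a replicate check, and no explanation was tested for these genes.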

How the results depend on the processing

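The constant, the centring and the changed lists named in this part were chosen after the data were seen. On the scale of the authors' deposited table with Bonferroni correction 7 genes were higher. Their number was 14 with Benjamini-Hochberg correction, 21 after adding a constant of 1.91 to every gene (solved from the paper's adjusted p-values) and 36 after this constant with Benjamini-Hochberg correction. It was at least 79 when the median over genes was set to 0. Adding a constant counts a guide without reads in either library as raised, so genes that rest on 1 guide can be called higher. The 36 held all 14 genes with a positive value and the z-score of 1 guide. How many of the 79 have that z-score was not counted. All 7 genes higher in the table were among the 21. The number of higher genes therefore depends on where the scale has its 0 and on the correction. The 15176 lower genes became 17894 with Benjamini-Hochberg correction and 16391 after the constant with that correction. After the constant with Bonferroni correction, the lower genes could not be counted, because p-values listed as 0 give only bounds. Of 25 genes that the paper names for the screen, 10 gained a call with Benjamini-Hochberg correction and 15 stayed on their side of the threshold. Bid, Spam1, Hnrnpf and Ces2a gained a higher call. Capza2, Vmn1r6, D14Ertd668e, Zfp446, Fmn1 and Gtl3 gained a lower call. Their log2 fold changes ran from -6.34 (Capza2) to -4.28 (Zfp446), above the median of all genes (-7.59). After the constant, 4 gained a Bonferroni call (Bid, Spam1, Hnrnpf and Ces2a) and 21 stayed on their side. The constant was solved from the paper's values of Hnrnpf and Ces2a, so the calls of these genes were fixed by it. With a t distribution of 4 degrees of freedom, Nfe2l1 lost its call. It was the only one of the 7 higher genes that could be tested this way, since for a p listed as 0 only a bound is known, which does not pass. Ces2a (0.106) and 4931417G12Rik (0.0791), which passed the Benjamini-Hochberg correction, had p over 0.05 under the t distribution before any correction. Phf12, which also passed it, had 0.0446 under the t distribution before correction. The p-values of the t distribution were not adjusted by Benjamini-Hochberg, so values under 0.05 before correction do not show that a call is kept. The 11 genes of Fig. 3b named beside its comparison were in the top 20 by p, by log2 fold change and by p after the constant. They were taken from the authors' own ENCoRE list, and only 33 genes have a positive value, so this is not an independent check. The extrinsic apoptosis list was at percentile 73.4 without the 4 genes that the paper names. Adding a constant leaves every percentile of a list as it is. Alternatives that need counts per guide were not run: no imputation, pseudocounts, scaling over measured guides, TMM, count models, a filter on control counts, leaving out guides, other denominators of read shares, and the gene lists and the top 20 without imputation. The depth of each library could not be computed without counts.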

Differences from the paper's values

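The paper's adjusted p-values were set beside the Bonferroni-adjusted p-values computed from the authors' deposited table. For Bid the paper gives 0.00000006 and the table 0.0651. For Hnrnpf the paper gives 0.0000279, for Ces2a 0.0041534 and for Tnfrsf1b 0.02277213, where the table gives 1 for each of these 3 genes. Neither Benjamini-Hochberg correction nor the t distribution, both set before the data were examined, came within 1.5 times of the paper's values. With Benjamini-Hochberg correction, Bid (4.28e-06), Hnrnpf (0.00244) and Ces2a (0.0404) passed the threshold of 0.05 and Tnfrsf1b (0.134) did not. Under the t distribution, p of Ces2a was 0.106 before any correction. A constant of 1.91 added to every log2 fold change, chosen after seeing the values and solved from the paper's adjusted p-values of Hnrnpf and Ces2a, gives Bonferroni-adjusted p-values of 2.79e-05 and 0.00415 for these genes and 5.75e-08 for Bid, which was not used to solve it, and leaves 1 of the 6 genes compared here uncalled, Tnfrsf1b at 1, as in the table. With the same constant, chosen after seeing the values, the Benjamini-Hochberg-adjusted p of Tnfrsf1b is 0.0228. For Tnfrsf1a and Casp8 the paper gives adjusted p-values under 0.0000001, and their p-values are listed as 0 in the table.

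The log2 fold changes of the authors' deposited table are lower than those plotted in Fig. 3a. The paper's values, read by eye in Fig. 3a, were about 8.3 for Tnfrsf1a (6.38 in the table), about 8.2 for Casp8 (6.26), about 5.7 for Bid (3.80), about 5.4 for Tnfrsf1b (3.44) and about 3.2 for Ces2a (1.28). No alternative set before the data were examined moves these values. With the constant, chosen after seeing the values, they are 8.29, 8.17, 5.71, 5.35 and 3.18, and none of these 5 genes changes its sign. The paper states that its plot marks p-values passing the Bonferroni correction, and it prints adjusted p-values under 0.05 for the 6 genes compared here. On the scale of the table, 4 of these 6 genes do not pass the Bonferroni correction.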

Other observations

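All tests of explanations in this part were chosen after the values were seen. Of 21 genes of mitochondrial apoptosis in the table, 13 were lower and 8 were not called after Bonferroni correction, and with Benjamini-Hochberg correction 17 were lower, the same number as when adjusted over the list alone. The median of this list was -6.38, at percentile 99.8 of random lists of the same size, and -6.72 (percentile 99.2) without its 2 genes that have the z-score of 1 guide. In the authors' deposited table, Mtch2, which encodes a mitochondrial outer membrane protein that binds the BID fragment, had a log2 fold change of 1.58, with the authors' p = 0.0971, and Bax had -5.85 and Bak1 -7.41. Bcl2 had -3.82 and was not called, with a recovered standard error of 2.54. Of 17 genes of ferroptosis, 14 were lower, with a median of -7.85 (percentile 19.6), and Acsl4 had a log2 fold change of 0.53 and a recovered standard error of 1.40 in the authors' deposited table. Of 23 growth suppressors 17 were lower, with a median of -7.83 (percentile 18.8) and Trp53 at -8.54 in the authors' deposited table. Of 40 proteasome genes 31 were lower, with a median of -7.76 (percentile 19.0). Olfactory receptors (1053 genes, median -8.11) and vomeronasal receptors (269 genes, median -8.15) lay below all random lists of their size. Of these, 784 and 177 genes were called lower, smaller shares than the 79.3% of all genes. The necroptosis list had a median of -7.84 (percentile 27.3) and the carboxylesterase list of -7.62 (percentile 43.9).

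Most genes have strongly negative values in the authors' deposited table, with a median of -7.59. A candidate explanation is that the values are ratios of read numbers, in which most guides have no reads in the TNFa-treated pool. In 98.1% of the genes with a negative value and the z-score of 1 guide, 2 raised to 5 times the size of the value was a whole number, which division by library totals would not leave. Among the genes at the p-value of 2 guides, 96.5% gave a whole number within 0.02 (3.0% with 4 in place of 5), as a product of 2 read numbers over a single read would. Over all 363 negative genes with 1 guide, including the 7 that gave no whole number, the median was 349, and a whole number may be the reads of that guide in the starting library. For genes with more guides this could not be tested. Whether the missing reads reflect death of cells, the low number of cells seeded or the infection and sorting before it stays open. The library of unselected cells, which could help to separate these, was not analysed here. The constant solved from the paper's adjusted p-values is a factor of 3.75 in reads, against 192 for the median gene. After it, 16391 genes stayed lower and 36 were higher with Benjamini-Hochberg correction. If this constant is the difference in depth, these values argue against sequencing depth alone for these genes. Whether it is could not be checked without counts.

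The paper's adjusted p-values differ from those of the table, and a candidate explanation is that they were computed after a library scaling that adds a constant to every gene. The constants solved from Hnrnpf and Ces2a differed by 1.43e-05 around 1.91, a factor of 3.75 in reads, and the rounded p-values of Bid allow 1.89 to 1.92. With this constant, the Benjamini-Hochberg-adjusted p of Tnfrsf1b was 0.0228, and the paper gives 0.02277213, so this value may come from the Benjamini-Hochberg and not from the Bonferroni correction, under which it is 1. After the constant, a guide without reads in either library counts as raised by 1.91. Of the 21 genes then called higher with Bonferroni correction, 7 have the z-score of 1 guide in the table, namely Abpd, Apol9b, Bcl2l11, Lyrm4, Mal, Olfr536 and Vmn1r57, and 6 of the top 20 by p do.

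Ribosomal protein genes had less negative values than other genes in the table. The list of 75 genes had a median of -5.96, above all random lists of its size, with 37 lower and none higher after Bonferroni correction, and a median of -3.65 without the 10 kinases and binding protein genes that its name prefix takes in. A candidate explanation is that few of their guides had reads in the starting library. Of the remaining 65 genes, 19 (29.2%) have the p-value of 1 guide and 13 (20.0%) that of 2 guides, against 1.97% and 2.10% of all genes. Without all genes of these 2 kinds, their median exceeded that of all genes treated alike by 0.061, which decides nothing, since every ribosomal protein gene removed lay above the median of all genes. The explanation stays open, and whether the library holds fewer guides for these genes was not tested here.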
